# PPARα and PPARγ activation is associated with pleural mesothelioma invasion but therapeutic inhibition is ineffective

**DOI:** 10.1016/j.isci.2021.103571

**Published:** 2021-12-04

**Authors:** M. Lizeth Orozco Morales, Catherine A. Rinaldi, Emma de Jong, Sally M. Lansley, Joel P.A. Gummer, Bence Olasz, Shabarinath Nambiar, Danika E. Hope, Thomas H. Casey, Y. C. Gary Lee, Connull Leslie, Gareth Nealon, David M. Shackleford, Andrew K. Powell, Marina Grimaldi, Patrick Balaguer, Rachael M. Zemek, Anthony Bosco, Matthew J. Piggott, Alice Vrielink, Richard A. Lake, W. Joost Lesterhuis

**Keywords:** Biological sciences, Metabolomics, Transcriptomics

## Abstract

Mesothelioma is a cancer that typically originates in the pleura of the lungs. It rapidly invades the surrounding tissues, causing pain and shortness of breath. We compared cell lines injected either subcutaneously or intrapleurally and found that only the latter resulted in invasive and rapid growth. Pleural tumors displayed a transcriptional signature consistent with increased activity of nuclear receptors PPARα and PPARγ and with an increased abundance of endogenous PPAR-activating ligands. We found that chemical probe GW6471 is a potent, dual PPARα/γ antagonist with anti-invasive and anti-proliferative activity *in vitro*. However, administration of GW6471 at doses that provided sustained plasma exposure levels sufficient for inhibition of PPARα/γ transcriptional activity did not result in significant anti-mesothelioma activity in mice. Lastly, we demonstrate that the *in vitro* anti-tumor effect of GW6471 is off-target. We conclude that dual PPARα/γ antagonism alone is not a viable treatment modality for mesothelioma.

## Highlights

• Pleural location stimulates mesothelioma invasion and proliferation
• PPARα and PPARγ activation is associated with pleural mesothelioma invasion
• Chemical probe GW6471 is a potent PPARα/γ antagonist *in vitro*
• Dual inhibition of PPARα/γ does not have anti-mesothelioma activity *in vivo*

## Introduction

Mesothelioma is a malignancy that develops in the pleura and occasionally at other serosal surfaces, such as the peritoneum, pericardium, and tunica vaginalis (Yap et al., 2017). Mesothelioma is essentially caused by asbestos exposure, and even though asbestos has been banned in most developed countries, it remains present in the urban environment, and many developing countries still use asbestos in manufacturing and building (Gupta and Joshi, 2004). With an average latency period of 35–40 years between asbestos exposure and diagnosis, mesothelioma remains a serious problem due to its high mortality rate, with a five-year survival rate of less than 10% (Mott, 2012). Metastasis does occur, but unlike many other cancers, it does not dominate the clinical course of the disease (Finn et al., 2012). Instead, local invasion into surrounding tissues, such as the chest wall, lungs, heart, and diaphragm causes most morbidity (Robinson and Lake, 2005).

Cancer invasion is associated with the activation of different signaling pathways in tumor cells and the tumor microenvironment, allowing the cancer cells to migrate into neighboring tissues (Friedl and Alexander, 2011). In mesothelioma, several cancer cell-intrinsic factors have been linked to invasion, such as epithelial-to-mesenchymal transition (Mutsaers, 2004), or overexpression of ADAM10 (Sépult et al., 2019) and calretinin (Wörthmüller et al., 2018). Invasion is also associated with upregulated signaling pathways such as hepatocyte growth factor (Gaudino et al., 2014), Ror-family proteins (Saji et al., 2018), extracellular signal-regulated kinases (Tamminen et al., 2015), and focal adhesion kinase (Padval et al., 2014). Extrinsic factors in the tumor microenvironment, including the surrounding stroma, promote tumor invasion, by providing a scaffold for cancer-associated fibroblasts and evasion of anti-tumor immunity (Chu et al., 2019). Moreover, mesothelioma cells produce fibronectin, laminin, and type IV collagen, which stimulate chemotaxis and haptotaxis, promoting tumor invasion (Aota et al., 1991; Klominek et al., 1993).

Tumor progression, metastasis, migration, and invasion occur in the context of altered cancer cell metabolism, including upregulation of glutamine metabolism (Wang et al., 2010), adipocyte-mediated transfer of lipids to cancer cells (Nieman et al., 2011), increased extracellular acidification, and downstream proteolytic activity of matrix metalloproteinases (Rothberg et al., 2013). Additionally, epithelial-to-mesenchymal transition activation has been associated with altered mitochondrial metabolism, glycolysis, and lipid metabolism in other cancers (Liu et al., 2017; Sánchez-Martínez et al., 2015; Nath et al., 2015). However, for mesothelioma, the role of metabolic changes in the development and progression of the disease have not been well characterized, and to date no treatments have been developed that effectively target mesothelioma invasion.

Here, we aimed to identify regulators of mesothelioma invasion by comparing transcriptomic and metabolomic data from invasive and non-invasive murine mesothelioma tumors, in combination with *in vitro* invasion and proliferation assays using chemical probes and knockout cell lines, to drive the development of novel approaches for the treatment of this fatal cancer.

## Results

### Mesothelioma cells are more invasive and divide more rapidly in the pleural cavity compared to the subcutaneous space

Inoculation of mesothelioma cells into the pleural space of syngeneic mice provides a more clinically relevant model when compared with the often used subcutaneous site. To compare the growth rate of the same cancer cell line in these different environments, we inoculated BALB/c and C57BL/6 mice with the cell lines AB1 and AE17, respectively, in the two different body compartments, using a fixed number of cells from the same culture (Figures 1A and 1B). Tumors were harvested 10 days after inoculation and weighed (Figures 1C,S1A, and S1B). The mass of intrapleural (IPL) tumors was significantly higher than that of subcutaneous (SC) tumors (Figures 1D and 1E; p <0.001). To test whether the increase in tumor size in the pleural cavity was particular to cancers of mesothelial origin, we repeated the experiment with the lung cancer cell line Line-1 and again found bigger tumors in the pleural cavity (Figure 1F; p <0.008), suggesting that the increased tumor growth is a feature of the environment rather than the cancer cell type.

**Figure 1:**
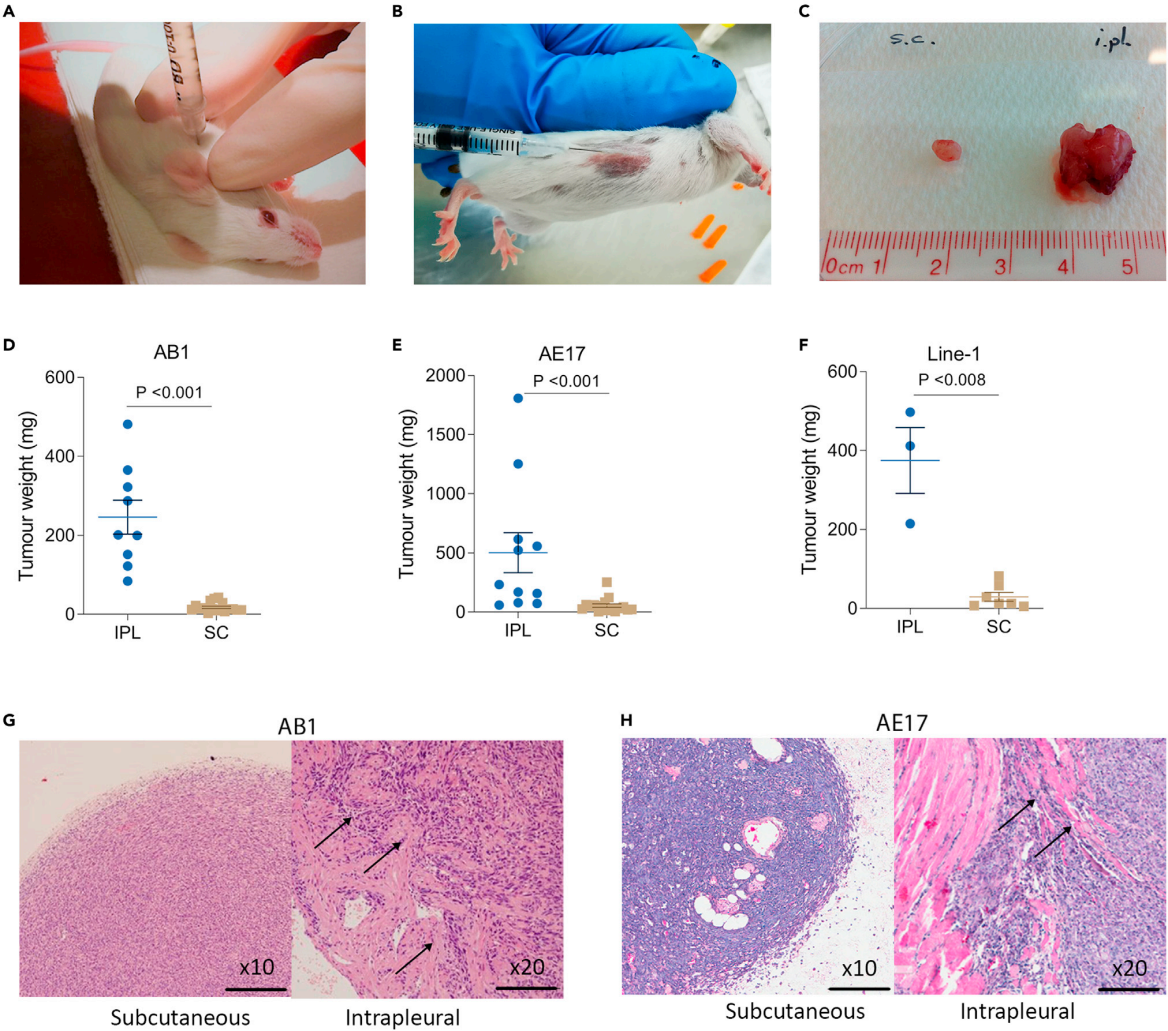
Mesothelioma cells are more invasive and divide more rapidly in the pleural cavity compared to the subcutaneous space Tumor inoculation in the (A) intrapleural site and (B) subcutaneous site in BALB/c mice. (C) Subcutaneous (left) and intrapleural (right) tumors were harvested at day 10. (D–F) Weights from IPL and SC tumors with (D) AB1 cell line in BALB/c mice (E) AE17 cell line in C57BL/6 mice, and (F) Line-1 cell line in BALB/c mice. Data are means ± SEM from three independent sets of experiments. Student's t-test (D) p <0.001 (E) p <0.001, and (F) p <0.008. (G and H) IPL and SC tumors from (G) AB1 and (H) AE17 cell lines were stained with hematoxylin and eosin. Arrows depict tumors penetrating surrounding tissues. Scale bar = 100 μm.

Morphologically, SC tumors were characterized by a pseudo-capsule and they did not invade into other tissues, while the IPL tumors had no capsule and showed clear signs of invading the adjacent tissues, including the diaphragm, intercostal muscles (away from the injection site), the lungs and in some cases, even showed transmural penetration of the heart (Figures 1G and 1H). Together, these results indicate that the pleural microenvironment induces a highly invasive phenotype in mesothelioma cells that is not present in the subcutaneous space.

### PPARα and γ signaling are associated with invasive pleural mesothelioma development

To further characterize the underlying mechanisms of the pleural environment-induced invasive phenotype, we used RNA-seq and flow cytometry to compare gene expression profiles and cellular composition of IPL and SC AB1 and AE17 tumors (Figure 2A).

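Whole tumors from 32 mice were sequenced, with 8 mice in each of the AB1 IPL, AB1 SC, AE17 IPL and AE17 SC groups. AB1 and AE17 are murine mesothelioma cell lines, grown here in BALB/c and C57BL/6 mice, and 500000 AB1 cells or 1000000 AE17 cells were inoculated per mouse. The tumors were collected on day 10, and the lungs and surrounding tissues were removed before RNA extraction. The authors mapped the reads with HISAT2 and deposited the counts of reads on each gene, without normalization. The values below cover 39676 genes, and their coordinates are those of GENCODE M21 on GRCm38. Total counts per mouse ranged from 17212485 to 20649645 in AB1 IPL tumors (median 18934094) and from 15432258 to 19235665 in AB1 SC tumors (median 16733862). They ranged from 16663618 to 18161128 in AE17 IPL tumors (median 17151220) and from 16013042 to 17740547 in AE17 SC tumors (median 16914309). At these depths 3 counts, taken as the smallest detectable number, correspond to between 0.145 and 0.194 CPM (counts scaled to a common library size), a limit that covers counting error only. Gene expression is given as CPM scaled by edgeR's TMM method, as the mean ± SD of 8 mice.

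IPL and SC tumors were compared within each model by edgeR's quasi-likelihood test, with p values adjusted by the Benjamini-Hochberg method. The test covered the genes that passed edgeR's filterByExpr function, which were 14645 genes in AB1 and 14668 genes in AE17. A gene set score is the mean over the set's genes of log2 CPM (prior count 2), centred within each model. Scores were compared between sites by an exact two-sided permutation test over the 12870 splits of 8 mice against 8, which can give no p below 0.000155. The names of the deposited alignments give the sequencing lane of each library. All 8 AB1 IPL libraries ran on lane 3 with 2 of the AB1 SC libraries, and the other 6 AB1 SC libraries ran on lane 2. Of the AE17 IPL libraries, 5 ran on lane 2 and 3 ran on lane 1, where all 8 AE17 SC libraries ran. Lane and site therefore overlap in both models, and within-lane values rest on 8 IPL against 2 SC mice in AB1 and 3 IPL against 8 SC mice in AE17. IPL and SC tumors share replicate numbers but come from different animals. After removal of the group means, the residuals of same-numbered tumors had a mean Pearson's r across genes of -0.12 in AB1 and 0.07 in AE17, against 0.02 and -0.01 for tumors with different numbers. The negative AB1 value does not show that same-numbered tumors resemble each other. The replicate number as a block is therefore an alternative and not a pairing, and its results are given beside the others. The block leaves fewer degrees of freedom, so a gene or score can miss the threshold under it for that reason alone.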

**Figure 2:**
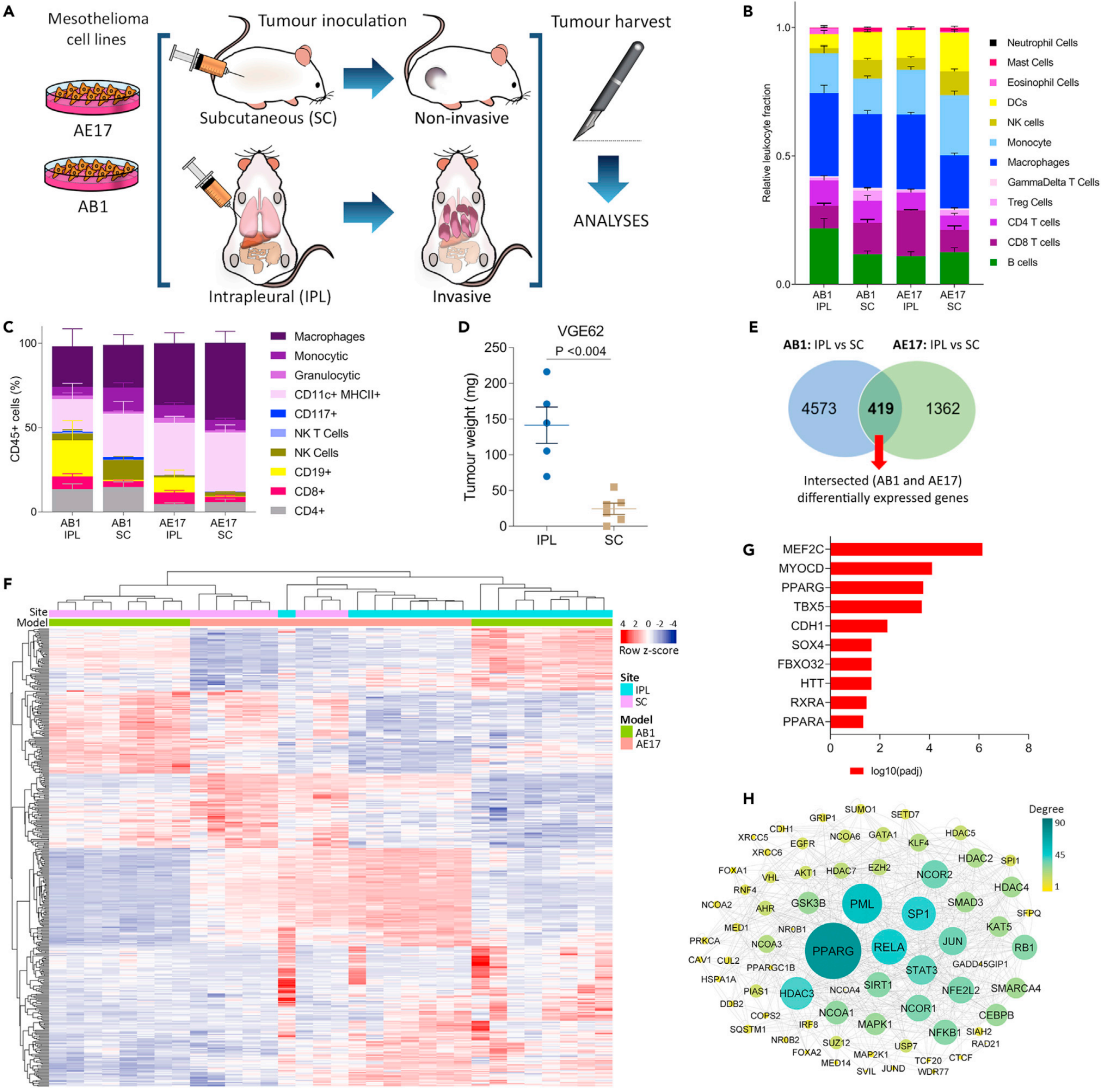
PPARα and γ signaling are associated with invasive pleural mesothelioma development (A) Experimental design, n (mice) = 8 per group. (B) CIBERSORT analysis from AB1 SC, AB1 IPL, AE17 SC, and AE17 IPL groups, n = 8 per group. (C) Flow cytometry of dissociated tumors from AB1 SC (n = 8), AB1 IPL (n = 8), AE17 SC (n = 5), and AE17 IPL (n = 5) bearing mice. (D) Weight (mg) from IPL and SC tumors with VGE62 cell line in NSG mice. Data are presented as means ± SEM. Student's t-test, p <0.004. (E) Venn diagram with the number of differentially expressed genes between IPL and SC tumors from AB1 (4573) and AE17 (1362) models. (F) Unsupervised-hierarchical clustering of intersected differentially expressed genes. (G) Upstream regulator analysis of intersected differentially expressed genes. (H) Graphical reconstruction of network based on the turquoise module obtained from the WGCNA analysis (Figure S2). Node degree is shown as size and color.

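In the AB1 model, 3374 of 14645 tested genes differed between IPL and SC tumors at an adjusted p value under 0.05, of which 1803 were higher and 1571 were lower in IPL tumors. In the AE17 model, 840 of 14668 tested genes differed, of which 381 were higher and 459 were lower in IPL tumors. With the replicate number as a block, 2263 genes in AB1 and 661 genes in AE17 passed the same threshold, of which 2239 and 529 were shared with the unblocked lists. Under the block the lower genes were the more numerous in AB1, with 1080 higher and 1183 lower in IPL tumors, and AE17 had 324 higher and 337 lower. DESeq2, the tool of the authors, gave 4463 genes in AB1 and 1774 in AE17, and these included 3341 and 833 of the genes above. Limma-voom with sample quality weights gave 4615 genes in AB1 and 3959 in AE17. The counts fell furthest when a covariate was added. With marker scores of skeletal muscle, cardiac muscle, adipocytes and lung epithelium as covariates, 397 genes in AB1 and 1 gene in AE17 passed the threshold. With the sequencing lane as a covariate, an alternative chosen after seeing the data, the numbers were 386 in AB1 and 1 in AE17. The AE17 gene was Slc6a4 in both fits, and it was singled out after its values were seen (log2 fold change -1.91 without covariates). The tissue scores were also shuffled among the mice of each site, a test chosen after seeing the data. Of 20 shuffled fits, 2 in AB1 and 8 in AE17 left as few genes (median 1172 and 3 genes). The fall with tissue scores as covariates thus neither shows nor excludes such tissue as the source of the differences.

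Within lane 3 alone, 169 genes differed between 8 AB1 IPL and 2 AB1 SC tumors, 158 of them were among the 3374, and 2014 of 15993 genes had an unadjusted p under 0.05. Within lane 1 alone, 14 genes differed between 3 AE17 IPL and 8 AE17 SC tumors, 6 of them were among the 840, and 2248 of 15375 genes had an unadjusted p under 0.05. In direction, 3363 of the 3374 genes agreed within lane 3 (median ratio of the log2 fold changes 0.92) and 840 of the 840 agreed within lane 1 (median ratio 1.01), although these mice are part of the comparisons that gave the lists. Between lanes 3 and 2 among the AB1 SC tumors, 1 gene differed, the predicted gene Gm10335, which was also among the 3374, and 884 of 15194 genes had an unadjusted p under 0.05. Between lanes 2 and 1 among the AE17 IPL tumors, 0 genes passed the adjusted threshold and 568 of 15131 genes had an unadjusted p under 0.05.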

Although CIBERSORT identified some significant differences in cellular content between SC and IPL tumors within either AB1 or AE17, such as an increase of B cells in IPL tumors in the AB1 model, none of these differences were consistent between the models (Figures 2B,S2A, and S2B). 

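The cell content of the tumors was examined with scores of 14 immune marker sets, since the authors' deconvolution starts from transcript-level values that are not used here. The p values of these sets were adjusted within each model by the Benjamini-Hochberg method, except where a raw p is named. The B cell score, over 12 genes including Cd79a and Cd22, was 0.33 ± 1.15 (SD, n = 8 mice) in AB1 IPL tumors and -0.33 ± 0.36 (SD, n = 8) in AB1 SC tumors. This difference of 0.67 was smaller than the spread between the IPL mice (exact permutation test, raw p = 0.148, adjusted p = 0.188), and 5 of 8 IPL mice lay above every SC mouse. In AE17 the score was 0.74 ± 1.88 (SD, n = 8) in IPL tumors and -0.74 ± 0.47 (SD, n = 8) in SC tumors, a difference of 1.48 (exact permutation test, raw p = 0.0165, adjusted p = 0.0577). The AE17 difference was also smaller than the spread between the IPL mice, and 3 of 8 IPL mice lay above every SC mouse. IPL replicates 5 and 8 of AE17 scored 4.00 and 3.43, and the highest of the other 6 IPL mice scored 0.49. Exchanging sites only within replicate numbers as a block gave p = 0.195 in AB1 and p = 0.0391 in AE17 (exact permutation test, raw values, smallest possible 0.00781). With only the members passing filterByExpr in the set, the AE17 difference was 0.94 (exact permutation test, raw p = 0.106). Within a single lane the difference was 0.84 in AB1 and 1.65 in AE17 (exact permutation tests, raw p = 0.400 and p = 0.0485). The difference between the models in their site effect had a permutation p of 0.322 (adjusted p = 0.407 over 24 sets). Members of the B cell set did not all move together in AB1. Cd79a had a log2 fold change of 0.84 and Cd22 of -1.12 (adjusted p = 0.00478 and adjusted p = 0.00308 from edgeR). In AE17 these were 4.07 and 1.21 (adjusted p = 0.0338 and adjusted p = 0.123 from edgeR). Of the 7 members tested in both models, 2 were higher and 1 was lower in AB1 IPL tumors at an adjusted p under 0.05. In AE17 IPL tumors 2 were higher and 0 were lower.

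The plasma cell score was higher in IPL tumors by 1.23 in AB1 (exact permutation test, adjusted p = 0.0150, 8 of 8 IPL mice above the SC median) and by 1.09 in AE17 (exact permutation test, adjusted p = 0.0768, 7 of 8 mice). Within a single lane it was higher by 1.58 in AB1 and by 1.89 in AE17. In AB1, 9 sets were lower in IPL tumors at an adjusted p under 0.05, namely CD8 T cell, T cell, CD4 T cell, Treg cell, NK cell, macrophage, monocyte, dendritic cell and mast cell sets. Their differences lay between -1.84 for the NK cell set and -0.46 for the macrophage set, and with the replicate number as a block their adjusted exact permutation p values lay between 0.0219 and 0.0438. Within lane 3 the 9 differences lay between -2.04 for the CD4 T cell set and -0.44 for the macrophage set. In AE17, the CD8 T cell set alone, made of Cd8a and Cd8b1, had an adjusted p under 0.05. It was higher in IPL tumors by 2.13 (exact permutation test, adjusted p = 0.0283), all 8 IPL mice lay above the SC median, and the block gave an adjusted p of 0.137 by the exact permutation test. Within lane 1 this difference was 2.27. Its site difference in AB1 was -1.35, with -1.17 within lane 3, and the difference between the models had an adjusted permutation p of 0.00048. The CD4 T cell, Treg cell, NK cell, dendritic cell and mast cell scores were lower in IPL tumors of AE17 as well, with adjusted exact permutation p values between 0.0508 and 0.0778.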

As flow cytometry analysis showed an increased number of B cells in IPL tumors in both models (Figure 2C), we tested whether adaptive immune cells, including B cells, were causal or likely epiphenomenal to the difference in tumor size. We inoculated human mesothelioma cell line VGE62 either IPL or SC in NOD.Cg-Prkdc^scid^ Il2rg^tm1WjI^/SzJ (NSG) mice, which lack functional B, T, and NK cells (Maletzki et al., 2019). Pleural tumors again had an increased mass, compared to SC, demonstrating that the difference was not related to the adaptive immune system (Figure 2D).

Next, we performed differential gene expression analysis (Love et al., 2014), which identified 419 genes differentially expressed between IPL and SC tumors (Figure 2E). 

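The lists of differentially expressed genes of the AB1 and AE17 models shared 274 genes. Among the 13918 genes tested in both models, 175.3 shared genes would be obtained by chance from lists of these sizes (odds ratio 1.96, Fisher's exact test, p = 9.36e-17), although genes are not independent of each other. With the replicate number as a block, 183 genes were shared by the models, and 144 of them were among the 274. DESeq2 gave 624 shared genes, which included 269 of the 274, and limma-voom with sample quality weights gave 1458. With the tissue marker scores as covariates 0 genes passed the adjusted threshold in both models, and 384 genes had an unadjusted p under 0.05 in both. When each mouse was left out in turn, between 113 and 607 genes were shared.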

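Of the 274 genes shared by the AB1 and AE17 lists, 113 were higher and 93 were lower in IPL tumors of both models, and 68 changed in opposite directions. The last group comprised 40 genes that were higher in AB1 and lower in AE17 IPL tumors and 28 genes with the reverse pattern. The same direction was thus found for 75.2% of the shared genes, against 49.3% of all 13918 genes tested in both models. With the replicate number as a block, 74 genes were higher and 57 were lower in both models, and 52 had opposite directions. DESeq2 gave 259 genes higher in both models, 153 lower in both and 212 with opposite directions. With each mouse corrected for GC content, an alternative chosen after seeing the data, the lower genes were the more numerous, with 92 higher in both models, 119 lower in both and 102 with opposite directions.

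Ranked by the smaller of the changes in AB1 and AE17, among genes with a mean of at least 1 CPM, the 5 genes with the largest rise in both models were Myh7, Igkc, Jchain, Myog and Lrrn2. Myh7 (ENSMUSG00000053093.15, chromosome 14, 54970684 to 54994626), a myosin heavy chain of heart and slow muscle, was expressed at 18.1 ± 22.0 CPM in AB1 IPL tumors and 0.243 ± 0.165 CPM in AB1 SC tumors, a log2 fold change of 6.15 (standard error 1.03, adjusted p = 0.000534 from edgeR). In AE17 its log2 fold change was 3.75 (standard error 0.90, adjusted p = 0.0271 from edgeR), and with the tissue marker scores as covariates it was 0.52 in AB1 and 1.98 in AE17. Myog, a muscle transcription factor, rose by 3.48 in AB1 and 3.19 in AE17 on the log2 scale. Igkc and Jchain, which encode antibody chains, rose by 3.69 and 3.35 in AB1 and by 5.20 and 5.07 in AE17. Igkc ranged from 16.4 to 1446 CPM among AB1 IPL tumors and from 2.45 to 557.5 CPM among AE17 IPL tumors, and 4 of 8 IPL mice lay above every SC mouse in each model. For Jchain these were 4 of 8 mice in AB1 and 6 of 8 in AE17. Neither antibody gene passed the threshold with the replicate number as a block. Lrrn2 (ENSMUSG00000026443.3, chromosome 1, 132880273 to 132940005) was expressed at 3.32 ± 3.05 against 0.520 ± 0.211 CPM in AB1 (log2 fold change 2.63, adjusted p = 0.000792 from edgeR) and at 2.56 ± 1.26 against 0.534 ± 0.274 CPM in AE17 (log2 fold change 2.26, adjusted p = 0.0144 from edgeR).

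By the same ranking, the 5 genes with the largest fall in both models were Reg3g, Prokr2, Gm15242, Ear2 and Mmp3. Reg3g (ENSMUSG00000030017.2, chromosome 6, 78466269 to 78468872) was expressed at 0.314 ± 0.191 CPM in AB1 IPL tumors and 4.48 ± 2.32 CPM in AB1 SC tumors, and its log2 fold change was -3.83 in AB1 (adjusted p = 7.77e-06 from edgeR) and -4.54 in AE17 (adjusted p = 0.00263 from edgeR). Prokr2 had log2 fold changes of -3.67 and -2.92, and Mmp3 of -2.64 and -2.35, in AB1 and AE17. Every IPL tumor of both models had less Reg3g and less Prokr2 than the mean of the SC tumors of its model. Ear2, with log2 fold changes of -2.38 and -2.40, has close paralogs whose reads the counting could have shared, and Gm15242, with -2.42 and -2.58, is annotated as a processed pseudogene.

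**Figure D1:**
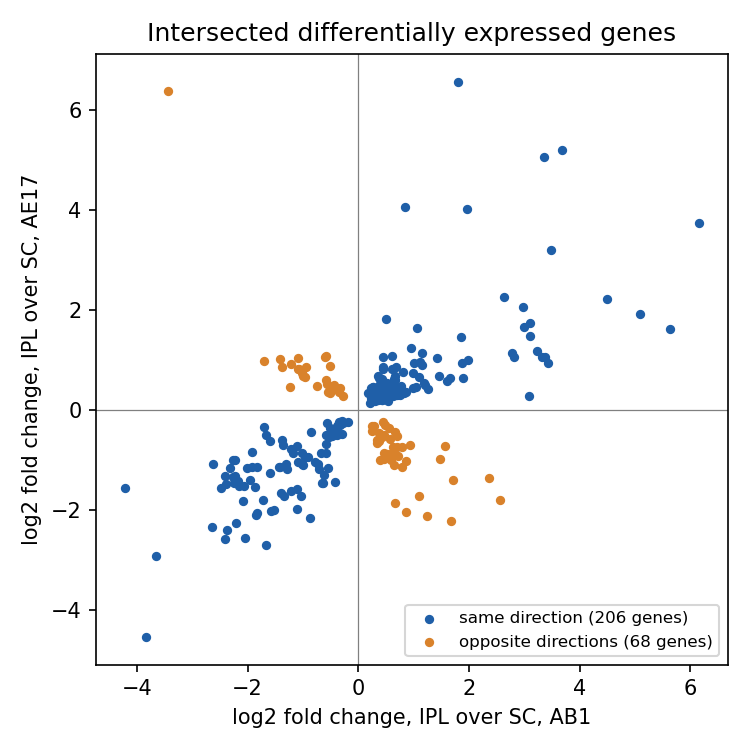
Log2 fold change of IPL over SC tumors in AB1 (horizontal axis) and in AE17 (vertical axis) for the 274 genes that passed the threshold in both models, 1 point per gene. The 206 genes with the same direction in both models lie in the lower left and upper right quadrants, and the 68 genes with opposite directions lie in the other quadrants.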

Of these, 144 were underexpressed and 275 were overexpressed in IPL tumors, compared to SC. 

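The 274 shared genes were clustered over all 32 mice by complete linkage on Euclidean distances between row z-scores of log2 CPM, and the tree was split into 2 clusters. The 16 IPL tumors of AB1 and AE17 formed 1 cluster and the 16 SC tumors the other, so that 32 of 32 mice lay with their site. The genes had been selected for a difference between the sites, so this count is a description and not a test. With z-scores within each model the count was again 32. With average or Ward linkage the same genes split the mice by model, and 16 of 32 mice lay with their site. With 1 minus Pearson's correlation as the distance the count was 21. With only the 206 genes of the same direction it was 29, since 3 AE17 SC tumors joined the IPL cluster. With all genes that passed the filter in both models it was 18.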

Unsupervised hierarchical clustering was used to visualize the relative expression of these genes across samples, which indicated a clear separation of invasive and non-invasive tumors (Figure 2F). To identify the factors predicted to drive the observed transcriptional response in IPL tumors, common to both models, we used Ingenuity Pathway Analysis (Krämer et al., 2014) on the 419 intersected differentially expressed genes. Three of the top ten most significant predicted upstream transcription factors relate to peroxisome proliferator-activated receptor (PPAR) signaling, namely PPARα, PPARγ, and retinoid X receptor α (RXRα) (Figure 2G).

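Pparg (ENSMUSG00000000440.12, chromosome 6, 115360951 to 115490399) was expressed at 5.05 ± 2.25 CPM in AB1 IPL tumors and 5.24 ± 0.97 CPM in AB1 SC tumors, a log2 fold change of -0.08 (standard error 0.22, adjusted p = 0.829 from edgeR). In AE17 it was expressed at 6.33 ± 5.89 CPM in IPL tumors and 4.46 ± 1.28 CPM in SC tumors, a log2 fold change of 0.51 (standard error 0.37, adjusted p = 0.405 from edgeR). IPL replicate 5 of AE17 had 20.6 CPM of Pparg, and without this mouse the log2 fold change was -0.05. Ppara (ENSMUSG00000022383.13, chromosome 15, 85734983 to 85802819) did not pass the filter on low counts and was not tested. It had between 1 and 17 counts per mouse in AB1 IPL tumors and between 0 and 2 in AB1 SC tumors, and between 1 and 38 counts in AE17 IPL tumors and between 0 and 5 in AE17 SC tumors. In AB1, 7 of the 8 IPL tumors had more Ppara than every SC tumor. In AE17, 1 of the 8 did, which was IPL replicate 5. Rxra (ENSMUSG00000015846.14, chromosome 2, 27676440 to 27762957) had a log2 fold change of 0.22 in AB1 (standard error 0.11, adjusted p = 0.157 from edgeR) and of -0.28 in AE17 (standard error 0.08, adjusted p = 0.0547 from edgeR), and the interaction of model and site had an adjusted p of 0.00722. Among the other predicted regulators drawn in Figure 2G, Mef2c and Sox4 were higher in AB1 IPL tumors (log2 fold changes 1.13 and 0.86) and Cdh1 was lower (-1.85). In AE17 their log2 fold changes were -0.12, -0.44 and -0.64, and none passed the threshold. Htt, from the same drawing, had log2 fold changes of -0.19 in AB1 and 0.09 in AE17 (adjusted p = 0.0528 and adjusted p = 0.455 from edgeR). Myocd and Tbx5, with at most 9 and 25 counts in a mouse, were too low to be tested. Ppard, which encodes PPARδ, had log2 fold changes of 0.26 in AB1 and 0.21 in AE17 (adjusted p = 0.0323 and adjusted p = 0.0874 from edgeR), and with the replicate number as a block it passed the threshold in neither model. Angptl4, a PPAR target that the paper stains for, had log2 fold changes of 0.40 in AB1 and 0.47 in AE17 (adjusted p = 0.107 and adjusted p = 0.0659 from edgeR), and it passed in neither model with the block either.

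Upstream regulator analysis reads the activity of a factor from its targets, so a score of established PPARα and PPARγ target genes was computed, over 48 genes in AB1 and 49 in AE17, with p values adjusted within the 4 signaling sets of each model. In AB1 it was 0.38 ± 0.64 (SD, n = 8) in IPL tumors and -0.38 ± 0.25 (SD, n = 8) in SC tumors, a difference of 0.77 (exact permutation test, p = 0.00824, adjusted p = 0.0165 over 4 sets; with the replicate number as a block, p = 0.0234), and 5 of 8 IPL mice lay above every SC mouse. In AE17 the score was 0.10 ± 0.83 (SD, n = 8) in IPL tumors and -0.10 ± 0.33 (SD, n = 8) in SC tumors, a difference of 0.19 that lay within the spread between mice (exact permutation test, p = 0.686, adjusted p = 0.953; block, p = 0.539). IPL replicate 5 of AE17 scored 2.00, and without it the difference was -0.08. Within a single lane the difference was 0.63 in AB1 and -0.01 in AE17 (exact permutation tests, p = 0.289 and p = 0.976). The difference of the site effects between the models had a permutation p of 0.152 (adjusted p = 0.279 over 24 sets). For the 28 targets listed beforehand as not largely restricted to muscle, fat or liver, the difference was 0.32 in AB1 (exact permutation test, p = 0.0014, adjusted p = 0.00559; block, p = 0.0234) and 0.13 in AE17 (exact permutation test, p = 0.338, adjusted p = 0.953; block, p = 0.273). Within a single lane these differences were 0.33 in AB1 and 0.05 in AE17 (exact permutation tests, p = 0.0444 and p = 0.503). This list includes Pdk4, which muscle expresses strongly, and without Pdk4, an alternative chosen after seeing the data, the difference was 0.14 in AB1 (exact permutation test, p = 0.065; block, p = 0.125) and 0.08 in AE17 (exact permutation test, p = 0.655; block, p = 0.594). Without Pdk4 the score of all targets differed by 0.67 in AB1 (exact permutation test, p = 0.0159; block, p = 0.0625) and by 0.17 in AE17 (exact permutation test, p = 0.734; block, p = 0.602).

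Across genes rather than mice, the median log2 fold change of the tested PPAR targets was 0.24 in AB1 and 0.22 in AE17, at percentile 100 of 10000 random sets matched on expression in each model, although genes are not independent replicates. For the targets outside muscle and fat the median was 0.17 in AB1, at percentile 100, and 0.06 in AE17, at percentile 93.2. Of the 38 targets tested in both models, 16 were higher in AB1 IPL tumors and 3 were higher in AE17 IPL tumors at an adjusted p under 0.05. The targets higher in both, singled out after their values were seen, were Pdk4 (log2 fold change 5.63 in AB1 and 1.63 in AE17) and Plin2 (0.27 and 0.46). Pdk4 and other targets are strongly expressed in muscle, and the skeletal muscle score was higher in AB1 IPL than SC tumors by 3.33 (exact permutation test, adjusted p = 0.0145; block, adjusted p = 0.0938) and differed by -0.25 in AE17 (exact permutation test, adjusted p = 0.991; block, adjusted p = 0.984). Within lane 3 the difference in AB1 was 1.95 (exact permutation test, raw p = 0.267), and the difference between the models had an adjusted permutation p of 0.11. With the skeletal muscle score alone as a covariate, the difference in the PPAR target score of AB1 was 0.62 (exact permutation test, p = 0.0897), and for the targets outside muscle and fat it was 0.24 (exact permutation test, p = 0.0373), or 0.16 without Pdk4 (exact permutation test, p = 0.133). With the skeletal muscle, cardiac muscle, adipocyte and lung epithelium scores as covariates the PPAR target difference was 0.09 in AB1 (exact permutation test, p = 0.484) and 0.06 in AE17 (exact permutation test, p = 0.400), and for the targets outside muscle and fat it was 0.06 and -0.03 (exact permutation tests, p = 0.392 and p = 0.592). Adipoq, Plin1 and other adipocyte markers are themselves in the PPAR target set.

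**Figure D2:**
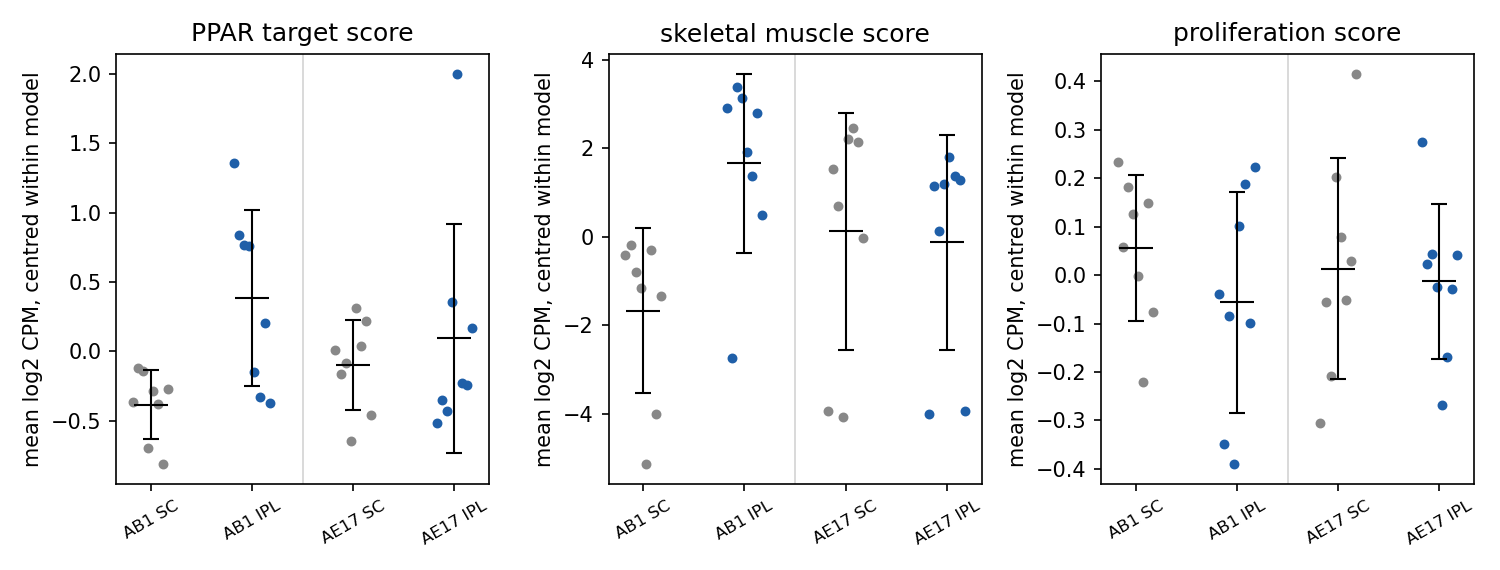
PPAR target, skeletal muscle and proliferation scores (mean log2 CPM, centred within each model) of the 4 groups, with 1 point per mouse (blue, IPL; grey, SC) and the mean ± SD of 8 mice in black. In the PPAR target panel, 5 of 8 AB1 IPL mice lie above every AB1 SC mouse, and AE17 IPL replicate 5, at 2.00, lies apart from the other AE17 IPL mice.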

To map the biological patterns underlying the differences between IPL and SC tumors, we used weighted gene correlation network analysis (WGCNA) (Langfelder and Horvath, 2008). This identified four modules that were significantly upregulated in IPL tumors (p <0.01) in both tumor models (Figures S2C and S2D). 

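A signed co-expression network was built over all 32 mice from the union of the variable genes of AB1 (3950) and AE17 (3747), 5477 genes in all, with soft-threshold power 12 and 12 modules. The WGCNA package itself was not used. Values were not centred within each model, so the correlations also carry differences between AB1 and AE17. The mean z-score of each module was compared between IPL and SC tumors within each model. In module 3, with 635 genes, the mean was higher in IPL tumors by 0.33 in AB1 (exact permutation test, p = 0.000155, the smallest possible) and by 0.45 in AE17 (exact permutation test, p = 0.000777). It was the only one of the 12 modules higher in both models at p under 0.01, and no module was lower in both. The same count of 1 was obtained when sites were exchanged only within replicate numbers as a block. Module 3 held 38 of the 113 genes higher in both models and 3 PPAR targets, and module 7 held another 38 of the 113. Module 2, with 166 genes, held all 19 skeletal muscle markers in the network and was higher in AB1 IPL tumors by 1.62 (exact permutation test, p = 0.00155; block, p = 0.0156), with a difference of 0.06 in AE17 (exact permutation test, p = 0.857). Module 9 was higher in AB1 IPL tumors by 0.28 and lower in AE17 IPL tumors by -0.67 (exact permutation tests, p = 0.00155 and p = 0.00186; block, p = 0.0312 and p = 0.00781). With 20 modules 2 were higher in both models, and with 8 modules or with power 6 the count was 0, also at a p under 0.05. With values centred within each model the count was 1, a module of 465 genes. On the centred values it was higher by 0.51 in AB1 and by 1.37 in AE17 (exact permutation tests, p = 0.000155 and p = 0.00155).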

Interestingly, one of these, the turquoise module, showed *Ppara* and *Pparg* in the top 25 predicted upstream regulators, and the assembled network in Cytoscape (Lopes et al., 2010) identified *Pparg* as a hub (Figure 2H). 

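In this network Pparg fell in module 7, with 833 genes, where it ranked 302 of 833 by the sum of its connections within the module. Module 7 held 16 PPAR targets, 8 B cell markers and 38 of the 113 genes higher in both models. Its mean z-score was higher in IPL tumors by 0.49 in AB1 (exact permutation test, p = 0.00357; with the replicate number as a block, p = 0.0312) and by 0.07 in AE17 (exact permutation test, p = 0.691; block, p = 0.656). Ppara was below the count filter of the network. Of the other large nodes drawn in Figure 2H, Pml ranked 514 of 609 genes in module 6 and Jun ranked 402 of 420 genes in module 9. Sp1, Stat3, Hdac3 and Rela did not pass the variance filter and were not in the network. The paper assembled its network in Cytoscape from the turquoise module and drew nodes by their degree. It does not state what the links are, and the ranks here rest on co-expression alone.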

PPARγ has been shown to drive invasive behavior of tumor cells by increasing cell motility in other cancer types (Nakajima et al., 2008). These data suggested that PPAR_α/γ_ could coordinate the invasive and proliferative phenotype of pleural mesothelioma.

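For the proliferative part of the phenotype, a score of 20 cell cycle genes, among them Mki67, Top2a and Pcna, was compared between the sites. It differed by -0.11 in AB1, from 0.06 ± 0.15 (SD, n = 8) in SC tumors to -0.06 ± 0.23 (SD, n = 8) in IPL tumors (exact permutation test, p = 0.261, adjusted p = 0.277; with the replicate number as a block, p = 0.375). In AE17 it differed by -0.03, from 0.01 ± 0.23 (SD, n = 8) in SC tumors to -0.01 ± 0.16 (SD, n = 8) in IPL tumors (exact permutation test, p = 0.793, adjusted p = 0.953; block, p = 0.820). No difference larger than the spread between mice was found in either model on day 10, and none of the 20 genes passed the adjusted threshold in either model. Within a single lane the differences were -0.20 in AB1 and -0.06 in AE17. The paper measured growth by tumor mass, which was higher in IPL tumors. An RNA score of whole tissue on a single day does not measure mass. Among the genes that the introduction links to mesothelioma invasion, Fn1 was expressed at 4237 ± 858 CPM in AB1 IPL tumors and 2287 ± 421 CPM in AB1 SC tumors, a log2 fold change of 0.86 (standard error 0.13, adjusted p = 0.00021 from edgeR). In AE17 its log2 fold change was -0.42 (standard error 0.23, adjusted p = 0.259 from edgeR), and the interaction of model and site had an adjusted p of 0.00122. Col4a1 and Col4a2 had log2 fold changes of 0.61 and 0.50 in AB1 (adjusted p = 0.00131 and adjusted p = 0.00441 from edgeR) and of 0.28 and 0.20 in AE17 (adjusted p = 0.052 and adjusted p = 0.129 from edgeR). Adam10 and Hgf had log2 fold changes of -0.25 and -0.06 in AB1 (adjusted p = 0.264 and adjusted p = 0.892 from edgeR) and of 0.08 and -0.17 in AE17 (adjusted p = 0.493 and adjusted p = 0.383 from edgeR). Ror1 and Ror2 had log2 fold changes of 1.27 and 0.92 in AB1 (adjusted p = 0.0484 and adjusted p = 0.0532 from edgeR) and of 0.36 and -0.51 in AE17 (adjusted p = 0.547 and adjusted p = 0.137 from edgeR), and with the replicate number as a block Ror1 did not pass the threshold in AB1. Calb2, which encodes calretinin, did not pass the filter on low counts and was not tested. It was at 0.339 ± 0.111 CPM in AB1 IPL tumors and 0.794 ± 0.210 CPM in AB1 SC tumors, with between 3 and 9 counts per mouse against between 9 and 18, and it had at most 2 counts in an AE17 tumor. The laminin genes, which the introduction also names, were looked at after the values were seen. Of 8 tested in AB1 and 10 tested in AE17, 5 and 2 were higher in IPL tumors at an adjusted p under 0.05, and 1, Lamb1, was higher in both models. Its log2 fold changes were 0.42 in AB1 and 0.19 in AE17 (adjusted p = 0.000718 and adjusted p = 0.0285 from edgeR), and with the replicate number as a block it passed the threshold in AB1 alone. With the tissue marker scores as covariates 2 laminin genes were higher in AB1 and 0 in AE17, and with the sequencing lane 0 and 0. Limma-voom with quality weights gave 5 and 6, of which 3 were higher in both models. From the upstream regulators of the intersected genes and the place of Pparg in the turquoise network (Figures 2G and 2H), the paper proposes a coordinating role for both receptors.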

### Endogenous PPAR ligand arachidonic acid is highly abundant in pleural mesothelioma

As PPARα and γ are ligand-activated transcription factors involved in the regulation of glucose and fat metabolism (Lehrke and Lazar, 2005), we analyzed the metabolite profiles of the pleural and subcutaneous tumors in both AB1 and AE17 cell lines using gas chromatography/quadrupole time-of-flight mass spectrometry (GC/Q-TOF). Unsupervised multivariate data modeling using principal component analysis (PCA) identified the cell lines themselves as significant contributors to the variance between metabolite profiles (Figure S3A). PCA also revealed metabolic differences between invasive and non-invasive tumors. The differences between these metabolomes were further explored using partial least squares discriminant analysis (PLS-DA), which defined a clear separation between the IPL and the SC groups, including analytical quality controls (Figure 3A). Subsequently, receiver operating characteristic curve analysis (ROC) was used to determine the most influential metabolites, defining the invasive versus non-invasive phenotypes (Figures 3B and 3C). Most notable among these markers were myo-inositol, more abundant in the non-invasive subcutaneous tissue (SC), and the lipids arachidonic acid and another long-chain fatty acid identified as docosahexaenoic acid, which were more abundant in the invasive pleural tumors (IPL).

**Figure 3:**
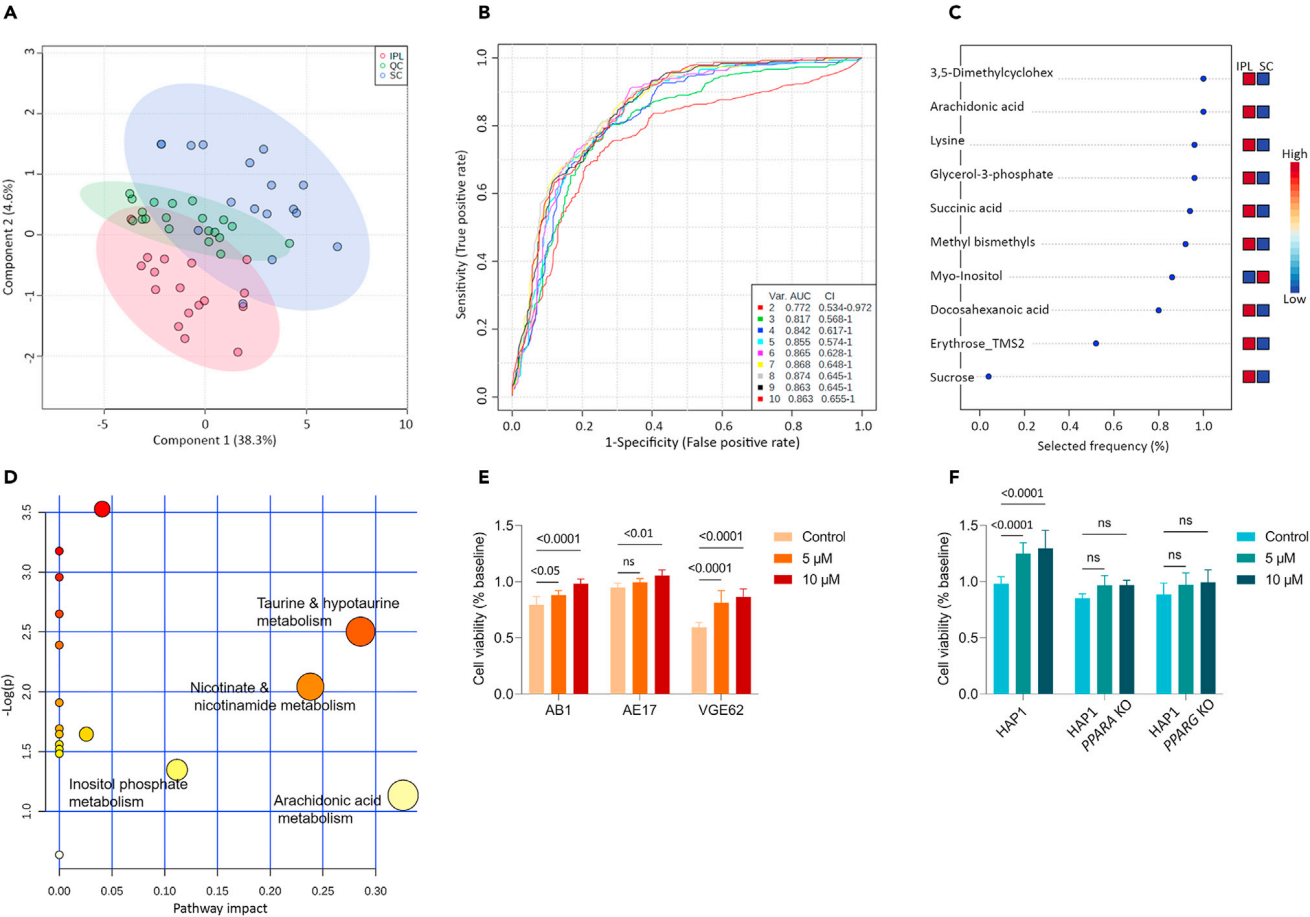
Endogenous PPAR ligand arachidonic acid is highly abundant in pleural mesothelioma (A–D) Tumor inoculation of AE17 and AB1 cells induces mesothelioma tumor tissue growth with a location-specific biochemical fingerprint. (A) Differing between the intrapleural (IPL) (red) or subcutaneous (SC) (blue) implantation location, as observed by PLS-DA. (B and C) The 10 most influential metabolites which describe the observed biochemical phenotypes, modeled by ROC Curve analysis (B) ROC curves for individual biomarker models based on the average model performance, using between two and ten of the identified metabolites (C) The most influential metabolites ranked by importance. (D) Metabolomic pathways analyses. Significant pathways are displayed as circles and the color of each circle is displayed as p value (Y axis). The size of the circle corresponds to the pathway impact score (X axis). (E and F) Cell metabolic activity assay using MTT in (E) AB1, AE17, VGE62 (F) HAP1, HAP1 *PPARA* KO, and HAP1 *PPARG* KO cell lines. Arachidonic acid was used at 0 (control), 5, and 10 μM. Data are depicted as means ± SD values of three independent experiments, n (replicates per experiment) = 3 per group. Two-way ANOVA with Dunnett's multiple comparison test.

To understand the impact of the differentially activated metabolic pathways, a topology analysis using MetaboAnalyst 4.0 (Xia et al., 2015) was performed. Arachidonic acid metabolism displayed the greatest impact value (>0.30) when compared with other significant metabolites (Figure 3D). Strikingly, arachidonic acid is a known PPARα- and γ-activating ligand (Fang et al., 2007), which is released after injury or irritation as an inflammatory mediator (Tavolari et al., 2008), and has been previously linked to cancer progression (Avis et al., 2005; Chang et al., 2013). These data indicate that arachidonic acid is abundant in pleural tumors.

Based on these findings, we then evaluated if arachidonic acid increased proliferation in murine mesothelioma cell lines AB1 and AE17, and the human mesothelioma cell line VGE62. We observed increased proliferation in a concentration-dependent manner (Figure 3E; p. value <0.05). To test whether this effect was PPAR-dependent, we measured proliferation of the haploid human leukemia cell line HAP1, and genetically engineered versions that lack functional proteins PPARα (HAP1 *PPARA* KO) or PPARγ (HAP1 *PPARG* KO), after adding arachidonic acid. We observed a significant increase in proliferation, but only in the HAP1 parental cell line, not in the *PPARA*/*PPARG* KO cells (Figure 3F; p. value <0.0001), suggesting that arachidonic acid induced increased mesothelioma cell proliferation in a PPARα- and PPARγ-dependent manner.

### Chemical probe GW6471 is a dual PPARα/γ antagonist

Because we identified PPARα and PPARγ as potential regulators of a transcriptional program underlying the invasive and proliferative behavior of mesothelioma in the pleural space, we hypothesized that antagonizing these regulators would alter tumor cell invasion and proliferation. Chemical probes are small molecules that can bind and alter the function of a biological target (Blagg and Workman, 2017). Chemical probes GW6471 and GW9662 were reported (and are marketed) as selective PPARα (Xu et al., 2002) and PPARγ (Leesnitzer et al., 2002) antagonists, respectively. GW9662 is also a known partial agonist of PPARα (Leesnitzer et al., 2002). To confirm the selectivity of these compounds, we used a LanthaScreen™ TR-FRET binding assay. As expected, GW9662 had high affinity for both PPARα and γ. Surprisingly, however, GW6471 also exhibited high affinity for PPARγ (Figures 4A, 4B, and Table 1).

**Figure 4:**
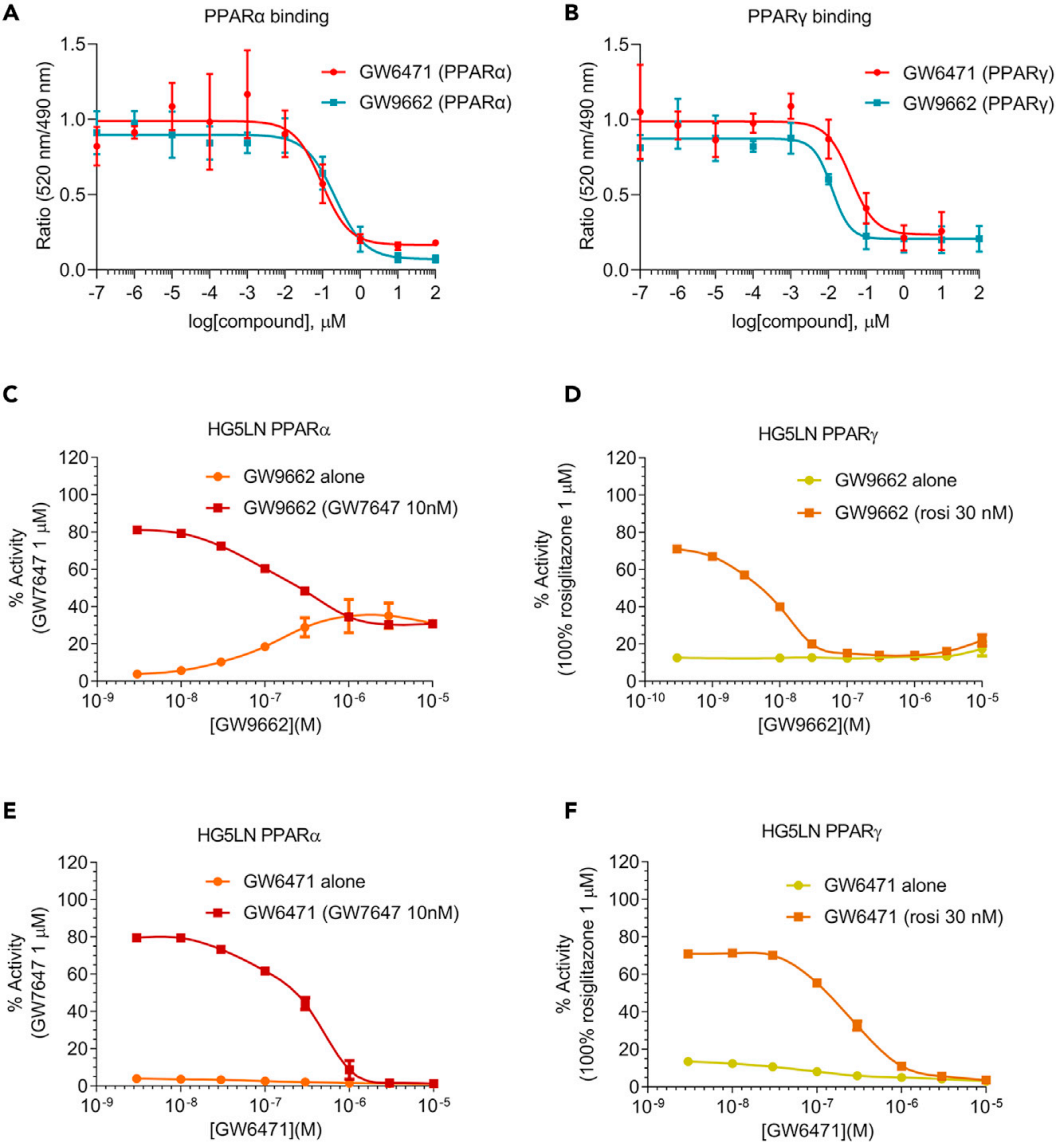
Chemical probe GW6471 is a dual PPARα/γantagonist (A and B) LanthaScreen TR-FRET binding assay for chemical probes GW6471 and GW9662 when binding to (A) PPARα and (B) PPARγ. The curve is presented as a non-linear regression; log(ligand) versus response. IC_50_ values (μM) are shown in Table 1. Data are presented as means ± SD values, n (replicates per experiment) = 3 per group. (C–F) Reporter cell assay using HG5LN for (C) GW9662 vs PPARα (D) GW9662 versus PPARγ (E) GW6471 versus PPARα, and (F) GW6471 versus PPARγ. Data represented as squares indicate the antagonistic activity of the chemical probes in the presence of PPARα agonist GW327647 or the PPARγ agonist rosiglitazone. Data represented as circles are from control experiments to examine the effect of the chemical probes on the viability of the cell line, HG5LN. The curve is presented as a non-linear regression; log(ligand) versus response. IC_50_ values (μM) are shown in Table 1. Data are presented as means ± SD values. n (replicates per experiment) = 4 per group.

**Table 1:** LanthaScreen™ TR-FRET binding and reporter cell HG5LN assay for PPARα- and γ-mediated transcription using chemical probes GW9662 and GW6471. Reference IC_50_ values of GW6471 and GW9662 for PPARα and PPARγ are also shown.

					Functionality		
	Compound	Binding assay, IC_50_ (nM)^a^	Lit. Binding assay, IC_50_ (nM)	Reporter cell assay, IC_50_ (nM)^e^	Type	Lit. IC_50_ (nM)	Lit. EC_50_ (nM)
PPARα	GW6471	95.3 ± 42.0	–	254 ± 96	antagonist	240^f^	–
	GW9662	213.9 ± 64.6^b^	39 ± 4^c^	131 ± 31	partial agonist	188 ± 43^g^	26 ± 9^j^
PPARγ	GW6471	39.4 ± 18.2	–	210 ± 64	antagonist	<1000^h^	–
	GW9662	12.4 ± 3.6^b^	5.4 ± 0.6^d^	4 ± 2.6	antagonist	3.8 ± 1.3^i^	–

a Values are the mean of 3 replicates ± SEM.

b NB: 2 h incubation time. GW9662 is an irreversible inhibitor, so measured binding affinities are strongly influenced by incubation time.

c Displacement of [^3^H]GW2331 (Leesnitzer et al., 2002). Incubation time 1 h.

d Displacement of [^3^H]rosiglitazone (Leesnitzer et al., 2002). Incubation time 1 h.

e Values are the mean of 3 experiments with 4 replicates ± SEM. Inhibition of agonism by 10 nM GW7647 (PPARα) and 30 nM rosiglitazone (PPARγ). All compounds were incubated for 16 h.

f Inhibition of agonism by 10 nM GW409544, a structurally related agonist (Xu et al., 2002).

g Inhibition of agonism by 30 nM GW7647 (Seimandi et al., 2005).

h An IC_50_ value was not reported (Goldstein et al., 2017).

i Inhibition of agonism by 20 nM rosiglitazone (BRL49653) (Seimandi et al., 2005).

j 33% of maximal activity (Seimandi et al., 2005).

Nuclear receptors, including PPARα and γ, are ligand-inducible transcription factors that form heterodimers with retinoid X receptors and bind to specific DNA sites located in the enhancer/promoter region of target genes, releasing co-repressors and/or recruiting co-activators (Wang, 2010). We therefore assessed the functional consequences of the ligands on PPARα and γ-mediated transcriptional activation in reporter cell lines. These cell lines were generated as previously reported by a two-step transfection procedure (Seimandi et al., 2005). First, a stable cell line, HG5LN, expressing the reporter gene (GAL4RE-luciferase) was developed from the HeLa cell line. These cells were then transfected with a plasmid expressing the C-terminal ligand-binding domain of PPARα or γ fused to GAL4 DNA-binding domain. The parental HG5LN cells were used as a control to test non-specific modulation of luciferase expression by the small molecules investigated (Figure S4A). The HG5LN PPAR reporter cells therefore allow comparison of the functional activity at, and selectivity of different ligands for, PPARα and γ. As reported previously (Seimandi et al., 2005), reporter cell lines assays showed that GW9662 fully antagonizes PPARγ (Figure 4D and Table 1), and partially agonizes PPARα (Figure 4C and Table 1) at nanomolar concentrations. As expected (Abu Aboud et al., 2015), GW6471 potently antagonized PPARα (Figure 4E and Table 1). Here, in addition and in-line with the binding affinity assay, we show that it is also a PPARγ antagonist of similar potency (Figure 4F and Table 1). We then tested GW6471 on PPARδ, which showed no effect (Figure S4B). A recent study reported GW6471 as a modest PPARγ antagonist (Goldstein et al., 2017), while previous studies only showed PPARα antagonism (Abu Aboud et al., 2015; Gaspar et al., 2020), and while GW6471 is marketed as a PPARα-selective antagonist. Our data show that GW6471 is actually a potent, dual PPARα/γ antagonist.

### Dual PPARα/γ antagonist GW6471 inhibits cancer cell growth and migration *in vitro*

Having confirmed that GW6471 effectively antagonizes both PPAR α and γ, we tested whether this compound affects proliferation using soft agar colony formation assays with the human mesothelioma cell line JU77. We found a significant reduction in the number of colonies formed when JU77 cells were cultured in the presence of GW6471 (p. value <0.05) (Figures 5A and 5B).

**Figure 5:**
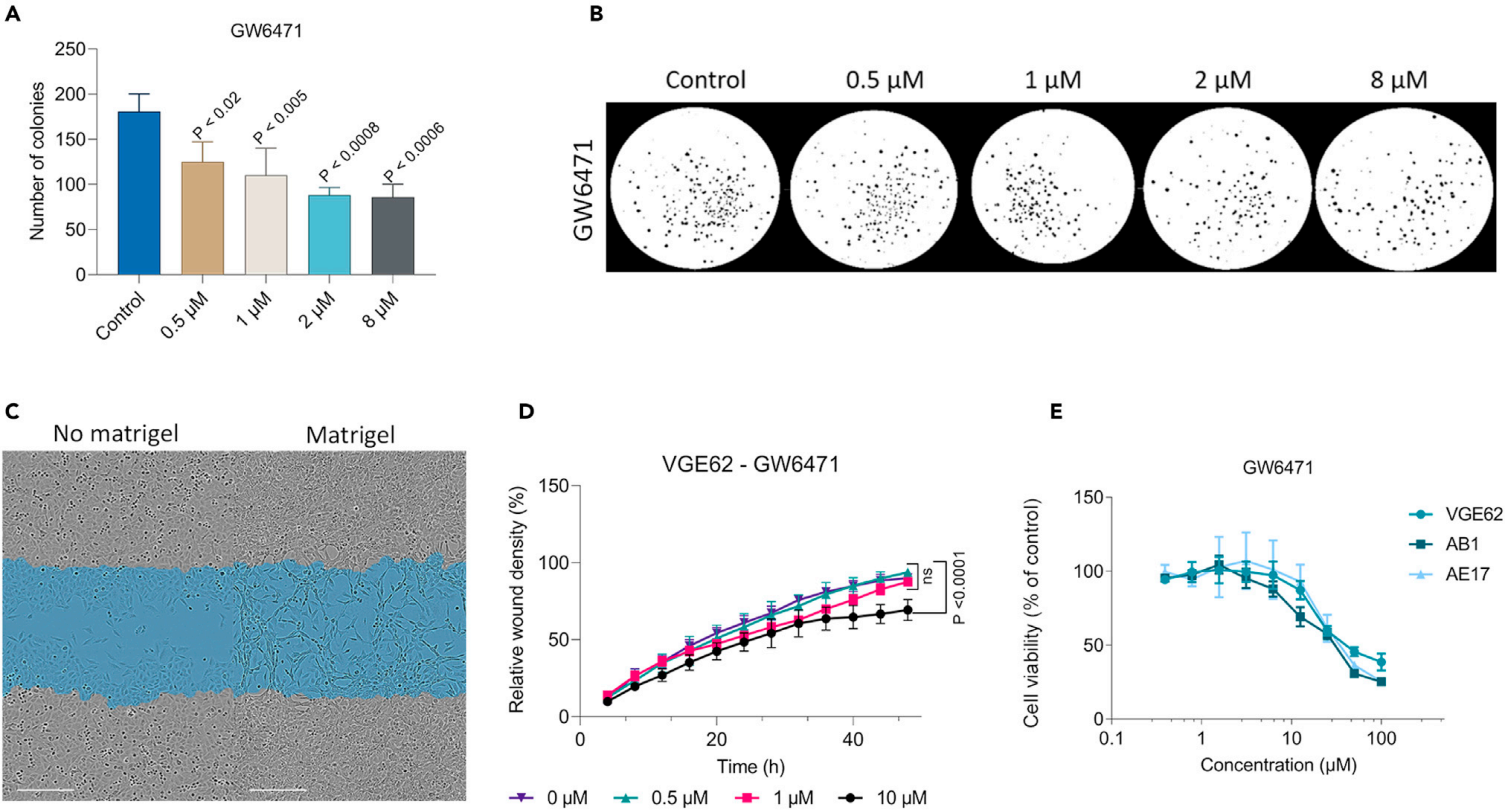
Dual PPARα/γ antagonist GW6471 inhibits cancer cell growth and migration *in vitro* (A and B) Soft agar colony formation assay for JU77 human mesothelioma cell line. GW6471 was added in different concentrations, 8, 2, 1, 0.5 μM, and the control (0 μM). (A) Data are means ± SD of three replicates. Two-way ANOVA with Dunnett's multiple comparison test (∗p <0.02, ∗∗p <0.005, ∗∗∗p <0.001). (B) Colonies count was performed using the software ImageJ. Edges were excluded, size = pixel^2^ 0 – infinity, circularity = 0.00–1.00. (C) Scratch assay for migration (control, no matrigel) and invasion (matrigel) in wounded VGE62 human mesothelioma cell line. Original wound in blue. Scale bar = 300 μm. (D) Invasion assay in wounded VGE62 human mesothelioma cell line when adding GW6471 at 10, 1, 0.5 μM, and control (0 μM). Data are means ± SD values of three replicates, n (replicates per experiment) = 4. Two-way ANOVA with Dunnett's multiple comparison test. (E) Cell metabolic activity assay using MTT in VGE62, AB1, and AE17 cell lines. GW6471 was serial diluted from 100 μM to 0.391 μM and a control (0 μM). Cell viability was normalized (% of control). Data are means ± SD values of three replicates, n (replicates per experiment) = 4.

We then evaluated the ability of human mesothelioma cell line VGE62 to invade into matrigel, as a surrogate for the extracellular matrix, and observed that horizontal growth was comparable with and without matrigel (Figure 5C). Additionally, when we measured the relative wound density, which is the ratio of the area occupied by the cells to the total area of the initial scratched region, GW6471 significantly inhibited invasion in this assay, in a concentration-dependent manner (Figure 5D; p. value <0.0001), at concentrations that did not significantly affect cell proliferation, indicating that the inhibitory effect on invasion was not due to cytotoxicity (Figure 5E). In addition to reducing *in vitro* invasion, GW6471 also lowered viability of VGE62 and murine mesothelioma cell lines AB1 and AE17 (Figure 5E), at higher micromolar concentrations.

### Dual inhibition of PPARα/γ does not result in significant anti-mesothelioma activity *in vivo*

The identification of GW6471 as the first potent, dual PPARα/γ antagonist (Figures 4E and 4F) provided the opportunity to test the hypothesis that concurrent antagonism of both PPARα and γ could be an effective mesothelioma treatment. Before proceeding to an *in vivo* mesothelioma model, we tested whether the concentration required for full target inhibition, as identified in the transcriptional reporter assays, could be achieved *in vivo*. This was assessed in female BALB/c mice by monitoring total plasma concentrations of GW6471 following IP administration at 10 mg/kg. As *in vitro* metabolic stability studies suggested that GW6471 is rapidly metabolized by cytochrome P450 (CYP) enzymes (degradation half-life of 3 min and *in vitro* CL_int_ of 556 μL/min/mg protein in NADPH-activated mouse liver microsomes, but stable in the absence of NADPH), one group of mice was treated with the pan-CYP inhibitor, 1-aminobenzotriazole (ABT), prior to GW6471 dosing, with the goal of increasing plasma exposure levels to achieve consistent full target (PPAR) inhibition. Following IP administration of GW6471, there were measurable plasma concentrations over the 24-h sampling period for both animal groups and the plasma concentration of GW6471 was approximately 3-fold higher with ABT pre-treatment (based on both area under the curve (AUC) and C_max_). In order to account for differences in plasma protein binding when comparing the plasma concentrations of GW6471 observed *in vivo* with the media concentrations found to be active in the *in vitro* assays, we also measured the unbound fraction for GW6471 in both plasma and reporter cell assay media (Supplementary Table S1) and then based the comparison on the unbound concentrations (i.e. the pharmacologically achieved concentration). Plasma concentration-time profiles of GW6471 thus corrected for unbound fraction are shown in Figure 6A, and plasma exposure parameters are summarized in Table 2. Importantly, the unbound concentrations present *in vivo* after dosing GW6471 at 10 mg/kg would be expected to result in full target inhibition (based on the transcriptional reporter assays), but only when mice were co-treated with ABT (Figures 4E and 4F).

**Figure 6:**
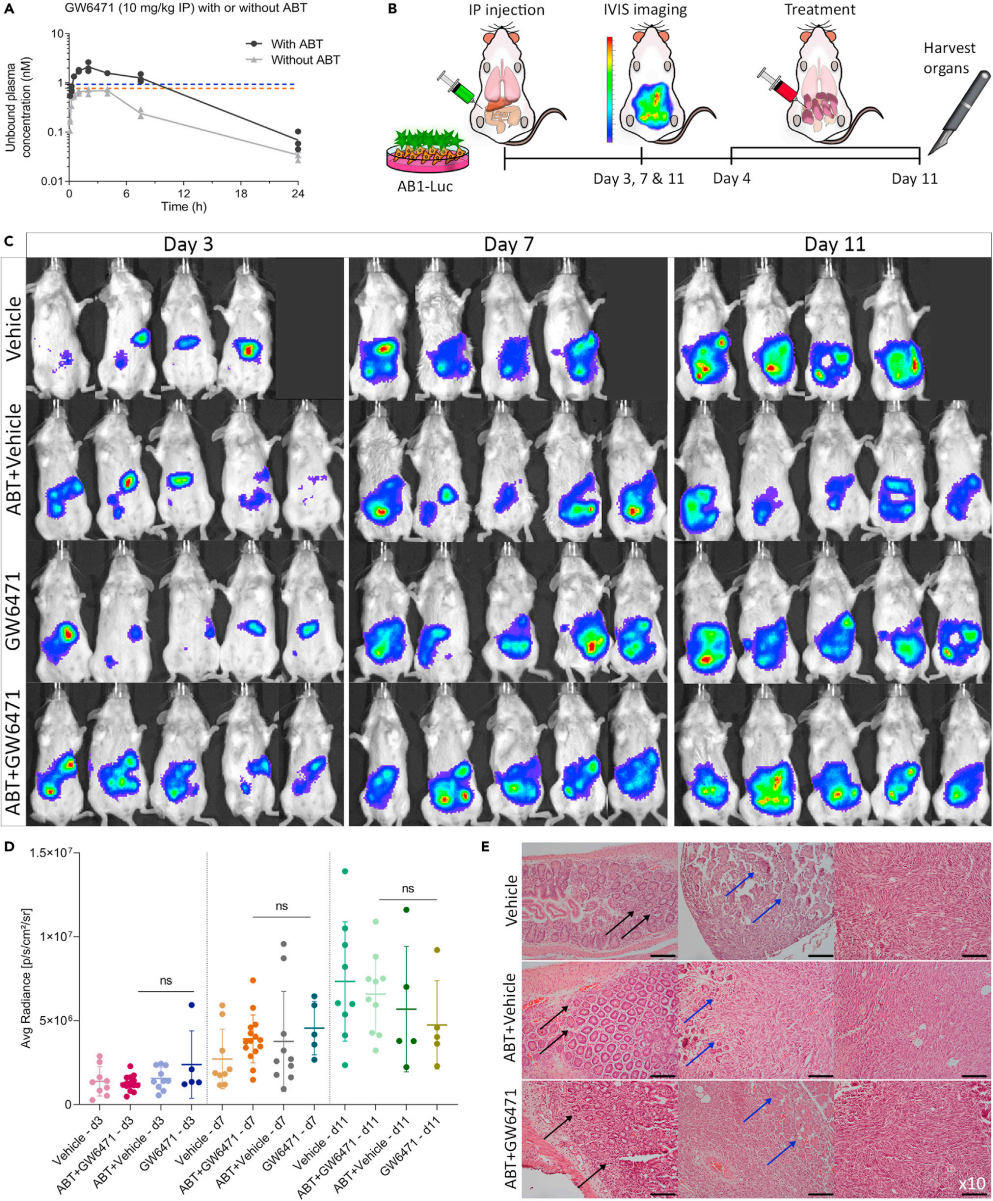
Dual inhibition of PPARα and PPARγ does not result in significant anti-mesothelioma activity *in vivo* (A) Unbound plasma concentration (nM) time profile for GW6471 following IP administration at 10 mg/kg in female BALB/c mice with and without pre-treatment with ABT. Dotted lines show *in vitro* reporter cell assay IC_50_ values (corrected for unbound fraction) for PPARα in blue and PPARγ in orange. Data are presented as individual dots, n (mice per group) = 3. (B) Experimental design. (C) Bioluminescence imaging for tumor bioluminescence monitoring on days 3, 7, and 11 for control groups (vehicle and ABT + vehicle) and treatment groups (GW6471 and ABT + GW6471). (D) Tumor bioluminescence comparison based on average radiance (p/s/cm^2^/sr) over time. Data are means ± SD values of two replicates, n = 5. Two-way ANOVA with Dunnett's multiple comparison test. (E) IP tumors were stained with hematoxylin and eosin. Tumor invasion in the intestines is indicated by black arrows and in the pancreas by blue arrows. Scale bar = (x10) 100 μm.

**Table 2:** Plasma exposure parameters for GW6471 in BALB/c mice following IP administration in the absence or presence of ABT at 50 mg/kg (GW6471 and ABT + GW6471, respectively).

Parameter	GW6471	ABT + GW6471
Average dose (mg/kg)	10.9	10.4
Plasma AUC_0–24 h_(h∗μM)	9.81	31.4
Plasma C_max_ (μM)	1.18	3.60

We then optimized a model of invasive mesothelioma that would allow assessment of therapeutic efficacy. As the IPL model does not allow serial determination of tumor size, we inoculated BALB/c mice intraperitoneally (IP) with 5 × 10^5^ AB1 cells expressing luciferase (AB1-Luc) and used bioluminescence imaging to track tumor growth. This resulted in reproducible mesothelioma growth that could be quantified *in vivo* over time (Figures S5A and S5B).

Lastly, to assess the contribution of PPARα and γ on cancer cell growth and invasion *in vivo*, GW6471 was administered daily, with or without ABT pre-treatment. Bioluminescence imaging was performed at three time points after inoculation: on day 3 (24 h before treatment), and on day 7 and 11 (during treatment, Figure 6B). These time points were selected based on optimization experiments of the IP model, which demonstrated that after day 11 the overall wellbeing of untreated mice declined.

There was no significant effect on tumor growth in either the GW6471 or the ABT + GW6471 groups when compared with controls (Figures 6C and 6D). To determine whether GW6471 treatment altered cancer invasion, the tumors were analyzed histologically. All the mice, including those in the control groups, showed invasion into the surrounding tissues such as the intestine and pancreas (Figure 6E). Additionally, we stained GW6471 and vehicle-treated tumors for angiopoietin-like 4 (Angptl4), which has been reported to be downstream of activation or inhibition of PPARα and PPARγ (La Paglia et al., 2017). We observed decreased staining of Angptl4 following treatment (Figure S6A), suggesting that PPARα/γ were inhibited by GW6471 *in vivo*. Together, these findings show that therapeutic antagonism of PPARα and γ using GW6471 has no impact on mesothelioma invasion and proliferation *in vivo*.

### The *in vitro* anti-tumor effects of GW6471 are largely off-target

Given the negative *in vivo* results, we questioned whether the *in vitro* anti-cancer effect of GW6471 observed here, and by others (Abu Aboud et al., 2013), was on-target. To test this, the HAP1, HAP1 *PPARA* KO, and HAP1 *PPARG* KO cell lines were treated with increasing concentrations of GW6471 and GW9662. MTT assays showed that GW6471 inhibited cellular proliferation at micromolar concentrations, as observed before in the mesothelioma cell lines (Figures 5E and 7A). However, the level of growth inhibition was identical between cells in which PPARα or PPARγ is present or absent (Figure 7A). Similar results were found for GW9662 (Figure 7B).

**Figure 7:**
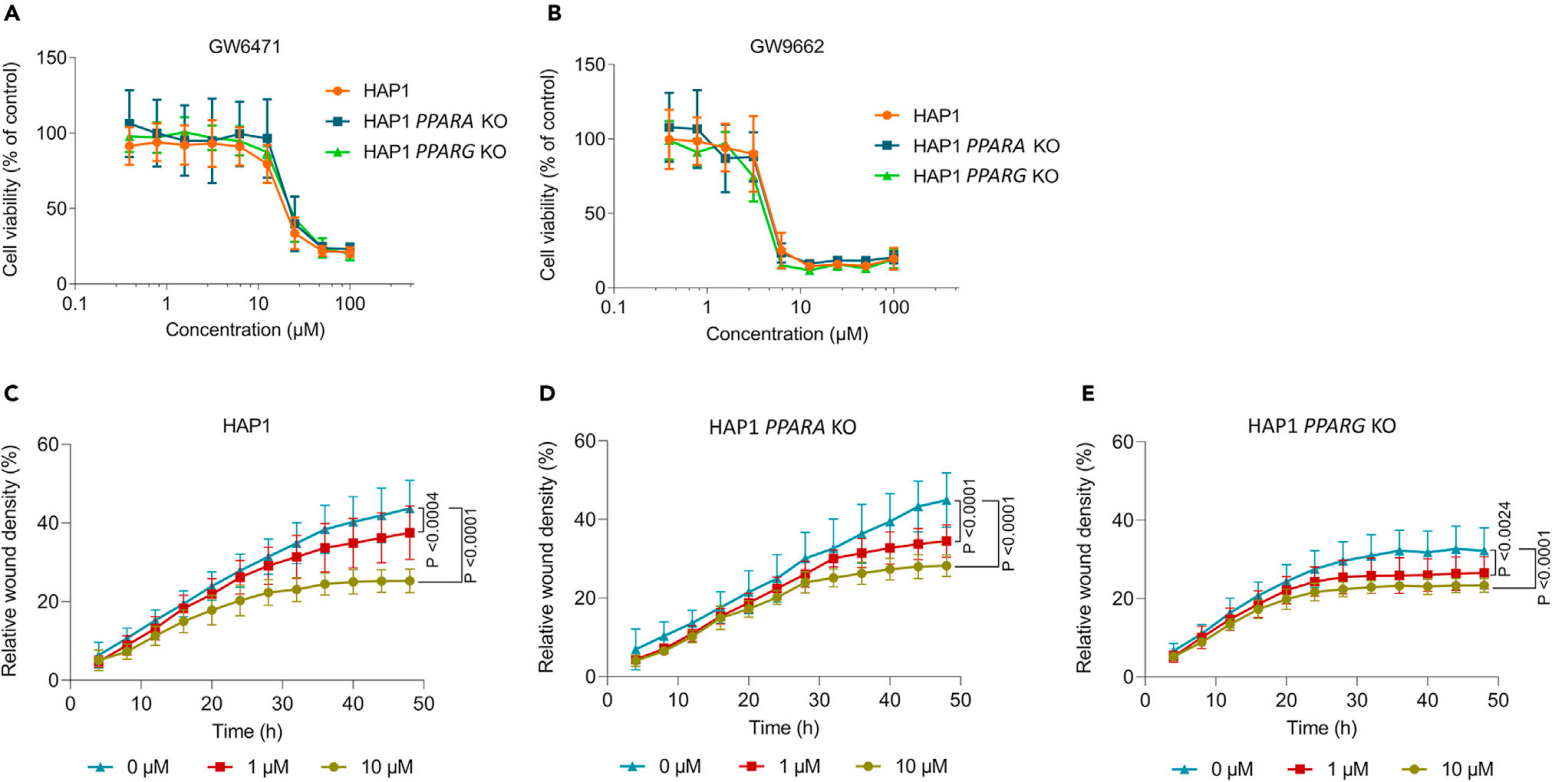
The anti-tumor effects of GW6471 are largely off-target (A and B) Cell metabolic activity assay using MTT in HAP1, HAP1 *PPARA* KO, and HAP1 *PPARG* KO cell lines. (A) GW6471 and (B) GW9662 were serial diluted from 100 μM to 0.391 μM and compared with a control (0 μM). Cell viability was normalized (% of control). Data are means ± SD values of three different experiments with n (replicates per experiment) = 4. (C, D and E) Migration assay in wounded HAP1, HAP1 *PPARA* KO, and HAP1 *PPARG* KO cell lines when adding GW6471 at 10, 1 μM, and control (0 μM). Data are means ± SD values of three different experiments with n (replicates per experiment) = 4. Two-way ANOVA with Dunnett's multiple comparison test. GW6471 significant effect on (C) HAP1; p <0.004 at 1 μM, and p <0.0001 at 10 μM (D) HAP1 *PPARA* KO; p <0.0001 at 1 and 10 μM, and (E) HAP1 *PPARG* KO; p <0.0024 at 1 μM, and p <0.0001 at 10 μM.

Lastly, we evaluated the migratory capacity of the HAP1 cell lines, in the presence or absence of GW6471. Again, although GW6471 had a concentration-dependent effect on *in vitro* migration, this was not significantly different between the *PPARA* knockout, *PPARG* knockout, or wild-type cell lines (Figures 7C–7E). Of note, when comparing the background migratory capacity of the three different cell lines, we observed that genetic deletion of *PPARG* reduced their migratory capacity *in vitro* (Figures 7C–7E and S7A). However, we cannot rule out an off-target CRISPR effect in this particular clonal cell line. Together these results suggest that much of the anti-cancer effects of the PPAR chemical probes GW9662 and GW6471 that we observed are likely off-target.

## Discussion

Many different murine models of mesothelioma have been evaluated to study the disease, using subcutaneous or orthotopic transplantation, asbestos exposure, or genetic engineering approaches (Robinson et al., 2014). Each model has its limitations and strengths. Although subcutaneous transplantation models are most widely used, intrapleural transplantation most closely mimics the clinical progression of the disease in terms of morphology, histological features, and tumor growth, and it maintains the relevant anatomic location. It was first described using xenogeneic transplantation into an athymic nude mouse (Colt et al., 1996). Intrapleural transplantation has been achieved both by surgery (Colin et al., 2018) and by direct injection of the cancer cells without surgical procedure (Nagamachi et al., 1998). These models can develop vascular tumor nodules, metastases, local invasion, and pleural effusions, analogous to human pleural cancers (Servais et al., 2011).

In the present study, we aimed to investigate the molecular mechanisms underlying the microenvironmental control of mesothelioma growth and invasion by comparing invasive IPL tumors with non-invasive SC cancer. There are serious challenges associated with intrapleural cell implantation, such as animal wellbeing, post-procedural morbidity, and researcher experience, which have to be considered. For this reason, we also tested whether intraperitoneal injection would give comparable mesothelioma growth and invasion. Broadly, we found that intraperitoneal disease progressed as rapidly as intrapleural disease with a similarly invasive phenotype.

Using two intrapleural models, we identified PPARα and PPARγ as potential regulators of an invasion-associated gene expression signature in mesothelioma. Each PPAR subtype has unique functions that are related to tissue distribution, ligand response, and biochemical properties (Ahmadian et al., 2013). Moreover, PPARs have a controversial role in cancer (Tachibana et al., 2008), with studies showing that PPAR α or γ activation can either promote or inhibit tumor progression (Peters et al., 2012).

We also found statistically differential levels of lipids and other primary metabolites in the different anatomic locations. Interestingly, arachidonic acid, a known PPAR ligand, was more abundant in the pleural space, which is consistent with our findings of PPAR α/γ activation in the transcriptomic data from the same tumor models.

For these reasons, we sought to inhibit both PPARα and γ, hypothesizing it could inhibit tumor invasion and proliferation. GW6471 is an antagonistic chemical probe that was identified through modification of the PPARα agonist GW409544. Its potent agonist activity at PPARα was previously shown by inhibition of GW409544, a structurally related agonist, in cell-based assays (Xu et al., 2002). We performed in-depth studies on the properties of GW6471, including binding assays, cellular transcriptional reporter assays, *in vitro* metabolic stability, and pharmacokinetic analysis. These studies showed that GW6471 is a potent antagonist for both PPARα and γ, with no effect on PPARδ. Intraperitoneal administration of this compound resulted in sufficient biological exposure levels of the drug, when mice were co-treated with the pan-CYP inhibitor ABT. Together, these data demonstrate that GW6471 is a dual PPARα/γ antagonist and that it can be effectively used *in vitro* and *in vivo*.

Others have used GW6471 in cancer studies; 25 μM induced significant cell-cycle arrest and apoptosis in a model of renal cell carcinoma, and significant tumor reduction at 20 mg/kg *in vivo* (Abu Aboud et al., 2015). Additionally, in an *in vitro* head and neck paraganglioma study, GW6471 reduced cell viability and growth by cell-cycle arrest and caspase-dependent apoptosis at 24 μM (Florio et al., 2017).

In our mesothelioma model, using a low concentration of GW6471, we obtained exposure levels that are consistent with full PPARα/γ inhibition *in vivo*, but we did not find any effect on invasion or proliferation. Although we obtained clear concentration-dependent inhibition of tumor colony formation using low micromolar concentrations of GW6471, it was noted that the IC_50_ for cell growth was several orders of magnitude greater than the affinity and functionality IC_50_ values determined (Table 1). Moreover, we found identical results in PPARγ or α deficient cell lines, demonstrating that the *in vitro* anti-cancer effects of GW6471 at these concentrations are likely off-target, although we cannot fully exclude differential GW6471 effects between tissues *in vivo* and the HAP1 cell line *in vitro*.

These results should caution others against the use of GW6471 as a PPARα (and especially PPARα-specific) antagonist because any observed effect of GW6471 may also be caused by inhibition of PPARγ or a combination of both. In addition, the poor metabolic stability of GW6471, and high plasma protein binding, calls into question any *in vivo* studies that attribute biological activity of this chemical probe to PPARα antagonism.

Although our results show that dual targeting of PPARα/γ is not an effective treatment strategy for mesothelioma, we note that genetic deletion of PPARγ may reduce invasion and proliferation of tumors *in vitro*. Interestingly, a recent study in brain cancer reported the effect of the PPARγ inverse agonist T0070907, which is structurally very similar to GW9662 (Zou et al., 2019). The authors found a significant decrease of brain metastases from melanoma and breast cancer in murine models, but did not find an inhibitory effect on tumor growth in a SC model of melanoma or a metastatic model of lung cancer, underscoring the importance of the tumor microenvironment when targeting this transcription factor. Similarly, Yang *et al*. recently showed that targeting the interaction between PPARγ and nuclear receptor Nur77 results in anti-cancer activity in several mouse models of breast cancer (Yang et al., 2020). These data suggest that targeting PPARγ alone could still form an effective therapeutic avenue in the context of cancer.

Altogether, our data invalidate dual antagonism of PPARα and γ to reduce the growth or invasion of mesothelioma. However, they do provide a resource to investigate the biology associated with the location-dependent phenotype of mesothelioma.

### Limitations of the study

Our studies used RNA-seq of whole tumor tissue. To determine the source of differences (from the tumor cells or from stromal of infiltrating cells), we would need to analyze single cells or sorted tumor cells. Our *in vitro* experiments were performed in *PPARA* or *PPARG* single knockout HAP1 cell lines and we used the dual PPARα/γ antagonist GW6471; we did not genetically delete both these genes in our cellular systems. Additionally, we inhibited PPARα and γ signaling simultaneously using GW6471, but it is possible that selective antagonism of PPARγ, as per other publications (Masuda et al., 2005; Goldstein et al., 2017) could still be effective.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

GAPDH (14C10) Rabbit mAb	Cell Signaling	Cat#2118; RRID: AB_10693448
PPARγ (D69) Antibody	Cell Signaling	Cat#2430; RRID:AB_823599
Anti-rabbit IgG, HRP-linked Antibody	Cell Signaling	Cat#7074; RRID:AB_2099233
ANGPTL4 Polyclonal Antibody	Invitrogen	Cat#409800; RRID:AB_2533491
biotinylated goat anti-rabbit IgG	Vector Laboratories (Kit component)	Cat#PK-4001
See Table S2 for flow cytometry antibodies		N/A

**Biological Samples**		

CD1 Mouse Liver Microsomes	SEKISUI XenoTech	Cat#M1000 Lot#1510256

**Chemicals, Peptides, and Recombinant Proteins**		

1-aminobenzotriazole (ABT)	Sigma-Aldrich	Cat#A3940
GW6471	Cayman Chemical	Cat#11697 CAS#880635-03-0
Kollisolv PEG E 400	Sigma-Aldrich	Cat#06855
Kolliphor HS-15 (Solutol)	Sigma-Aldrich	Cat#42966
GW9662	Cayman Chemical	Cat#70785 CAS#22978-25-2

**Critical Commercial Assays**		

LanthaScreen™ TR-FRET PPAR gamma Competitive Binding Assay Kit, goat	ThermoFisher Scientific	Cat#PV4894
eBioscience™ Foxp3/Transcription Factor Staining Buffer Set	ThermoFisher Scientific	Cat#00-5523-00
Vectastain® ABC kit, peroxidase (Rabbit IgG)	Vector Laboratories	Cat#PK-4001
DAB Substrate Kit, Peroxidase (HRP), with Nickel, (3,3′-diaminobenzidine)	Vector Laboratories	Cat#SK-4100
Tumor dissociation kit, mouse	Miltenyi Biotec	Cat#130-096-730

**Deposited Data**		

RNA-seq	This paper	GEO: GSE180618

**Experimental Models: Cell Lines**		

JU77[human mesothelioma cell line]	(Manning et al., 1991)	RRID:CVCL_2536
Line-1 [mouse lung cancer cell line]	Gift from Dr John G. Frelinger (McLean et al., 2004)	N/A
HAP1 parental [human leukemia cell line]	Horizon Discovery	Cat#C631; RRID:CVCL_Y019
HAP1 PPARA KO [human leukemia cell line]	Horizon Discovery	Cat#HZGHC002330c003; RRID:CVCL_TF25
HAP1 PPARG KO [human leukemia cell line]	Horizon Discovery	Cat#HZGHC5468; RRID:CVCL_XR75
AE17 [mouse mesothelioma cell line]	CellBank Australia	Cat#CBA-0156; RRID:CVCL_4408
AB1 [mouse mesothelioma cell line]	CellBank Australia	Cat#CBA-0144; RRID:CVCL_4403
AB1-Luc [mouse mesothelioma cell line]	(Fear et al., 2019)	N/A
HG5LN [HeLa reporter cell line]	Balaguer et al. (2001), Seimandi et al. (2005)	N/A
VGE62 [human mesothelioma cell line]	(Manning et al., 1991)	RRID:CVCL_W084

**Experimental Models: Organisms/Strains**		

Mouse: C57BL/6JArc	Animal Resource Centre (Murdoch, WA, Australia)	Product code: B6 JAX stock number: 000664
Mouse: BALB/cArc	Animal Resource Centre (Murdoch, WA, Australia)	Product code: BC
Mouse: BALB/c	Monash Animal Research Platform (MARP)	N/A

**Oligonucleotides**		

Primers for HAP1 cell lines PPARA and PPARG confirmation	This paper	STAR Methods

**Software and Algorithms**		

See Table S3 for software and algorithms		N/A

### Resource availability

#### Lead contact

Further information and requests for resources or reagents should be directed to and will be fulfilled by the lead contact, Joost Lesterhuis ().

#### Materials availability

This study did not generate new unique reagents.

#### Data code and availability

The generated datasets used in this manuscript have been deposited at Gene Expression Omnibus (GEO) and are publicly available as of the date of publication. Accession number is GSE180618.

This paper does not report original code.

Any additional information required to reanalyse the data reported in this paper is available from the lead contact upon request.

### Experimental model and subject details

#### Cell culture

Cell lines AE17 (Jackaman et al., 2003) and AB1 (Davis et al., 1992) were obtained from and verified by CellBank Australia. AB1 was transfected to express the luciferase (AB1-Luc) (Fear et al., 2019). Cell lines VGE62, JU77 were established in-house by the method of Manning *et al*. (Manning et al., 1991). Cell line Line-1 was a gift from Dr John G. Frelinger (University of Rochester, School of Medicine and Dentistry, Rochester, New York) (McLean et al., 2004). Cell lines HAP1, HAP1 *PPARA* KO, and HAP1 *PPARG* KO were obtained from Horizon. CRISPR/Cas9 methodology was used by Horizon to prepare both *PPARA* and *PPARG* knockouts. Confirmation of *PPARA* function loss and *PPARG* deletion was done with Sanger sequencing by the Australian Genome Research Facility. AB1, AE17, VGE62, and JU77 were maintained in complete R10 medium, RPMI 1640 (Invitrogen) supplemented with 10% foetal calf serum (FCS; Life Technologies), 20 mM HEPES (Sigma-Aldrich), 0.05 mM 2-mercaptoethanol (pH 7.2; Merck, Kilsyth, Australia), 60 μg/mL penicillin (Life Technologies), 50 μg/mL gentamicin (David Bull Labs). Line-1 was maintained in DMEM/F12 (Life Technologies) supplemented with 10% FCS, 100 U/mL penicillin (Life Technologies), 50 μg/mL gentamicin (David Bull Labs), sodium pyruvate 100X (1%) (Life Technologies), non-essential amino acids solution 100X (1%) (Life Technologies). HAP1, HAP1 *PPARA* KO, and HAP1 *PPARG* KO were maintained in IMDM (Life Technologies) supplemented with 10% FCS (Life Technologies), 100 U/mL penicillin (LifeTechnologies) and 100 μg/mL streptomycin (Life Technologies). All cell lines were confirmed mycoplasma negative by polymerase chain reaction. All cells were cultured as a monolayer at 37°C in a humidified atmosphere with 5% CO_2_. Cells were passaged at approximately 1:10-1:5 every 2-3 days when reached 75-80% confluence.

#### Mice

This study was conducted in accordance with the institutional guidelines of the Harry Perkins Institute of Medical Research Animal Ethics Committee (approvals AE057 and AE155). Female BALB/c and Female C57BL/6 mice were obtained from the Animal Resource Centre (Murdoch, WA, Australia). All mice were 8–10 weeks of age when used for the experiments. Mice were housed at the Harry Perkins Institute of Medical Research Bioresources Facility under pathogen-free conditions at 21°C– to 22°C with a 12/12 h light cycle. Cages (Tecniplast) had an individual air filtered system and contained aspen chips bedding (TAPVEI). Mice were fed Rat and Mouse cubes (Specialty Feeds) and had access to filtered water.

#### Tumour cell inoculation

Cells were trypsinized and washed two times in phosphate buffer saline (PBS) and counted with trypan blue dye. For the SC tumour model, mice were shaved on the right-hand flank and inoculated with 5x10^5^ AB1 or 1x10^6^ AE17 cells suspended in 100 μL PBS. Tumour volume (mm^3^) was monitored with callipers. For the IPL tumour model, mice were anaesthetised under continuous isofluorane and inoculated with 5 x 10^5^ AB1 or 1 x 10^6^ AE17 cells suspended in 200 μL PBS into the pleural space as previously described (Lansley et al., 2015) Tumour size was determined by weighting together the tumour with the lungs minus the weight of aged matched healthy lungs. For the IP tumour model, mice where inoculated in the intraperitoneal cavity on the right flank with 5x10^5^ AB1-Luc cells suspended in 200 μL PBS. Tumour size was determined by *in vivo* imaging system (IVIS), see below. All mice were euthanized in accordance with animal ethics guidelines.

#### Mouse pharmacokinetic studies

Pharmacokinetic animal studies were conducted using established procedures in accordance with the Australian Code of Practice for the Care and Use of Animals for Scientific Purposes, and the study protocols were reviewed and approved by the Monash Institute of Pharmaceutical Sciences Animal Ethics Committee. The systemic exposure of GW6471 was studied in non-fasted female BALB/c mice (5 - 8 weeks) weighing 15.2–22.6 g. Mice had access to food and water *ad libitum* throughout the pre- and post-dose sampling period. GW6471 (10 mg/kg) was dosed to all mice via a single intraperitoneal (IP) injection (5 mL/kg). For the ABT pre-treated group, ABT was pre-dosed to animals at 50 mg/kg via IP injection (5 mL/kg) 2 h prior to administration of GW6471. Following IP administration of GW6471, blood samples were collected up to 24 h at indicated time points (n = 3 mice per time point) with a maximum of three samples from each mouse. Blood samples were collected via submandibular bleed (approximately 120 μL) into polypropylene Eppendorf tubes containing heparin as anticoagulant and stabilisation cocktail (containing the protease inhibitor cocktail Complete® and KF) to minimise the potential for *ex vivo* compound degradation in blood/plasma samples. Once collected, blood samples were centrifuged immediately, supernatant plasma was removed, and stored at−80°C until analysis by liquid chromatography-mass spectrometry (LC–MS). The plasma concentration versus time profile was defined by the average plasma concentration at each sample time, and PK parameters were calculated using non-compartmental methods (PKSolver Version 2.0).

#### Mouse PPARα and PPARγ inhibition assay

Female BALB/cJAusb mice (10–12 weeks) were inoculated IP with 5 x 10^5^ AB1-Luc on their right flank. Mice were randomly allocated to the different groups on the first treatment day. Treatment with ABT + GW6471 or GW6471 alone started on day 4 after tumour inoculation. IP Injections and concentrations were used as previously described in the “Mouse pharmacokinetic studies” section in experimental model and subject details. Initial mouse weight was measured immediately before the first injection, and it was used to calculate weight change daily. Mice were dosed for a maximum of seven consecutive days. *In vivo* imaging system (IVIS) (see below) was performed on days 3 (before treatment), 7 (during treatment) and 11 (after treatment). Mice were euthanized on day 11 in accordance with animal ethics guidelines and organs were harvested for staining.

#### *In vivo* imaging system (IVIS)

XenoLight D-Luciferin potassium salt (PerkinElmer, VIC, Australia) was used at a 150 mg/kg concentration dissolved in sterile PBS. Approximately 150 μL (15 mg/mL concentration) was injected subcutaneously per mouse. Mice were anaesthetised in a chamber with a controlled flow of isoflurane 2% and oxygen flow rate of 1 L/min. When mice were fully unconscious eye gel was applied to moisturise during the imaging process. Mice were then transferred to the IVIS Lumina II camera chamber and isofluorane was decreased to 0.5–1% and oxygen flow rate to 0.8 L/min. Mice were imaged for 5 and 10 s exposure duration at 13 min post injection.

### Method details

#### CRISPR/Cas9 KOPCRSanger sequencing

The following primers were provided by Horizon, HAP1 *PPARA* KO, PCR size: 354 bp, Forward: *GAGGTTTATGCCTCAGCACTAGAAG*, TM: 57.1°C, Reverse: *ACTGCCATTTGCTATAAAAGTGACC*, TM: 55.8°C. HAP1 *PPARG* KO, PCR size: 292 bp, Forward: *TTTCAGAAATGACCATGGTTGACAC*, TM: 55.9°C, Reverse: *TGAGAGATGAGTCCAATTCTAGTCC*, TM: 55.5°C. PCR setup was performed following manufacturer guidelines on Invitrogen^TM^ Platinum^TM^ II *Taq* Hot-Start DNA Polymerase (14966, Thermo Fisher Scientific Scientific), and the PCR ran for 25 cycles and 60°C as the optimised primer temperature. PCR confirmation was performed with a 1% agarose gel in TAE buffer, with Gel red dye (Invitrogen). Samples were then sent to the Australian Genome Research Facility as unpurified gDNA PCR products to sequence. The resulting files were manually analysed using BLAST® (NCBI) to compare the KO sequences against the parental sequence (Figure S8A).

#### Protein extraction and quantification

Protein extraction with RIPA buffer was performed following the manufacturer guideline's (89900, Thermo Fisher Scientific Scientific). Cells were trypsinised from 6-well plates when ∼80% confluent. RIPA buffer was supplemented with PhosSTOP inhibitor (Merck) at 10X concentration and cOmplete inhibitor (Roche) at 25X concentration. Cells were washed twice with PBS and 200 μL of cold complete RIPA buffer was added to each well and kept on ice for 5 min. The lysate was then collected with a scrapper and centrifuged at maximum speed for 15 min. The supernatant was then collected and quantified with the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific Scientific) as explained by the manufacturer guidelines. The standard curve was prepared in triplicate with albumin standard (BSA) diluted in PBS, working concentration goes from 25 to 2,000 μg/mL within 8 dilutions. The BCA working reagent was prepared by mixing 50 parts of BCA Reagent A with 1 part of BCA reagent B (50:1, Reagent A:B). All the samples were prepared with a 1:8 sample to BCA working reagent ratio in a 96-well plate by replicates, adding 25 μL of each standard or unknown sample and 200 μL of BCA working reagent. The plate was then protected from the light and mixed on a plate shaker for 30 s, following by a 30 min incubation at 37°C. Absorbance was then measured at 562 nm on a plate reader and the standard curve was used to determine the protein concentration of each sample.

#### Western blotting

Protein lysates were thaw and diluted to a final concentration of 30 μg of protein and combined with 4X loading buffer (4X Laemmli Sample Buffer completed with 2-mercaptoethanol, Bio-Rad) for a loading volume of 30 μL. Then, the lysates were incubated for 5 min at 95°C. 10% Mini-Protean TGX Pre-cast Protein Gel (Bio-Rad) were used to load the ladder (2 μL, Precision Plus Protein Dual Colour Standards, Bio-Rad), followed by 30 μL of each samples. 1X Western Running Buffer was added to cover the gel (10X Western Running Buffer (SDS-PAGE), 250 mM Tris, 1.92 M glycine, 1% SDS, pH 8.3). The gel was run for 5 min at 50 V and then the voltage increased to 200 V for 25 min. Protein separation was then confirmed by a ChemiDoc (Bio-Rad) using the ImageLab software.

Using the Trans-blot Turbo (Bio-Rad) for 7 min, the gel was then transferred to a 0.2 μm membrane (Trans-blot Turbo Mini Nitrocellulose Transfer Pack, Bio-Rad).

Once transferred, the membrane was blocked with 5% non-fat milk powder in TBST Buffer (Tris-Buffer Saline with Tween, 20 mM Tris, 500 mM NaCl, and 0.05% Tween 20) at room temperature for 60 min, followed by three washes for 5 min in TBST. The primary antibody, GAPDH (1:1000) (2118S, Cell Signaling), or PPAR gamma (1:1000) (2425S, Cell Signaling) was diluted in 5% BSA in TBST and added to the membrane for an overnight incubation at 4°C. The membrane was then washed three times with TBST and the secondary antibody, Anti-rabbit IgG, HRP-linked Antibody (1:2000) (7074P2, Cell Signaling), was diluted in 5% non-fat milk powder in TBST for 90 min at room temperature, followed by three washes for 5 min with TBST. The membrane was then place in the ChemiDoc and total protein density was observed using the ImageLab software.

To visualise the target protein, Clarity Western ECL Substrate (Bio-Rad) was prepared as per manufacturer guidelines at 1:1 ratio and added on top of the membrane to cover the surface for 5 min at room temperature. ECL excess was drained and the membrane placed in the ChemiDoc to visualise the target protein. Figures S8B and S8C.

#### Hematoxylin and eosin staining

Mouse tissues were fixed with 4% paraformaldehyde for 48 - 72 h and embedded in paraffin. 5 μm sections were cut by microtome (Thermo Fisher Scientific) and placed on Microscope Slides with 20 mm Colourfrost blue (Hurst Scientific). Slides were deparaffinised at room temperature as following; 2 rounds of xylene (3 min each), 2 rounds of 100% ethanol (2 min each), 95% ethanol (1 min), 70% ethanol (1 min), 40% ethanol (1 min), 3 rounds of distilled H_2_O (3 min each). Slides were stained with Mayers hematoxylin (Sigma-Aldrich) for 10 min and rinsed with running tap water, the counterstain was performed with acidified Eosin Y solution (Sigma-Aldrich) (0.5% glacial acetic acid) for 45 s. Dehydration was performed as following; 40% ethanol (30 s), 70% ethanol (30 s), 95% ethanol (30 s), 2 rounds of 100% ethanol (1 min each), 2 rounds of xylene (3 min each). Mounting was performed with Pertex mounting medium (Histolab), and sections were imaged under a light microscope.

#### Tumour preparation for RNA-seq

At day 10 after tumour inoculation, mice were euthanized and the tumours and surrounding tissues were harvested. IPL tumours were weighed together with the lungs and total weight recorded. Later, lungs and surrounding tissues were removed and tumours were submerged in RNAlater (Life Technologies) at 4°C overnight to allow RNAlater to penetrate the tissue. Then, tumours were removed from RNAlater and stored at−–80°C until dissociation with TRIzol (Life Technologies) using a TissueRuptor (QIAGEN). RNA was extracted with chloroform and purified on RNeasy MinElute columns (QIAGEN). Library preparation and sequencing at 50 bp single end reads with Illumina HiSeq standard protocols were performed by Australian Genome Research Facility.

#### Flow cytometry

At day 10 after tumour inoculation, mice were euthanized and the tumours were harvested. Surrounding tissue was removed and tumours were submerged in cold PBS, cut into 1–2 mm pieces with a scalpel blade and dissociated with the tumour dissociation kit, mouse (Miltenyi Biotec) using the hard tumour program in the gentleMACS dissociator (Miltenyi Biotec). Cells were incubated at room temperature for 20 min with Zombie UV live/dead (BioLegend). Antibody cocktails were added as following; lymphoid panel: CD45, CD3, CD4, CD8, FoxP3, CD335, CD19, and myeloid panel: CD45, MHCII, CD11b, CD11c, Ly6G, Ly6C, and CD117 for 30 min at room temperature in the dark. Information on antibodies are summarised in Table S2. Cells were permeabilised and fixed using FoxP3 Fix/Perm buffer kit (Life Technologies) for 15 min at room temperature. Intracellular staining was performed using FoxP3 Fix/Perm buffer for 20 min at room temperature and cells were resuspended in stabilizing fixative until acquisition. Data were recorded on the cytometer FACSCantoII and analysed using FlowJo software.

Cell populations were defined as following: CD4 helper T cells (CD3+CD4+FoxP3-), CD8+ T cells (CD3+CD8+), CD19+, NK cells (CD335 + CD3-), NK T cells (CD335 + CD3+), CD117+, CD11c + MHCII+, granulocytes (Ly6G + Ly6C + CD11b+), monocytes (Ly6G-Ly6C-CD11b+), macrophages (CD11b + MHCII+/Ly6C-Ly6G-), DCs (CD11c + MHCII+). See Figure S9 for gating strategy.

#### Bulk RNA-seq analysis

Raw read libraries were quality assessed using FastQC (Andrews, 2010) (v0.11.3) and mapped to the mouse genome (mm11) at both the transcript and gene level using HISAT2(Kim et al., 2015) (v2.0.4). Gene-level quantitation (counts) of aligned reads was performed using SummerizeOverlaps (Lawrence et al., 2013), and transcript discovery and quantification using Stringtie (Pertea et al., 2015) (v1.3.0) and Ballgown (Frazee et al., 2015). Post-alignment quality control was performed using SAMStat (Lassmann et al., 2011) (v1.5.2).

The CIBERSORT (Newman et al., 2015) algorithm was used to estimate the relative proportions of 25 mouse hematopoietic immune cell types within each sample based on their transcriptomic profiles, using the 511 mouse-gene signature developed by Chen et al. (Chen et al., 2017) as a reference. Transcript level data were prepared for CIBERSORT by first applying library size and gene length normalisation using the Ballgown R package (Frazee et al., 2014) resulting in Fragments Per Kilobase of transcript per Million mapped reads (FKPM). Individual transcripts were then collapsed to gene level data based on the mean FPKM value using the aggregate() function. The data were then filtered to retain genes with an FPKM value > 0.3 in at least 8 samples (being the smallest experimental group size).

Differentially expressed genes were identified between IPL and SC tumours within both AB1 and AE17 models using DESeq2 (Love et al., 2014). p values were adjusted for multiple comparisons using the Benjamini–Hochberg (B-H) method. p<0.05 was considered significant. The WGCNA algorithm (Langfelder and Horvath, 2008) was used to construct a signed network across all AB1 or AE17 samples, and identify clusters (modules) of genes with highly correlated patterns of gene expression. Data were prepared for WGCNA for AB1 and AE17 separately by applying a variance stabilising transformation, followed by filtering to remove low or non-expressed genes (those with a count per million equivalent to a count of 20 per sample were retained) or those missing an official MGI symbol. Finally, variable genes were selected by applying the varianceBasedfilter() function within the DCGL package (Yang et al., 2013) (significance threshold set to 0.01). The union of the resulting sets of genes for AB1 and AE17 (5265 genes in total) was used as input for network construction. Network modules of co-expressed genes identified by WGCNA were tested for enrichment of differentially expressed genes between IPL and SC tumours by plotting the–log_10_ p values derived from the DESeq2 analysis, on a module-by-module basis.

Differentially expressed genes and network modules of interest were analysed within Ingenuity Systems (Krämer et al., 2014) to identify predicted upstream transcriptional regulators, using right-tailed Fisher's exact tests and default settings for other options; p values <0.05 were considered significant. Activation Z-scores were calculated for each regulator by comparing their known effect on downstream targets with observed changes in gene expression. Those with activation Z-scores ≥2 or ≤2 were considered “activated” or “inhibited”, respectively.

#### Isolation of metabolites from tumour tissue

Metabolites were isolated from IPL and SC tumours using a multiple-step homogenisation protocol. The excised tissue (≥8.8 ≤17.4 mg, wet weight) was transferred to a 2 mL polypropylene cryotube chilled on dry-ice and initially disrupted by three cycles of rigorous agitation at 6,500 rpm/20 s, using a Precellys Cryolys homogeniser (Bertin Technologies). 50:50 MeCN:water was added to the partially homogenised tissue and agitated repeatedly at 6,500 rpm/20 s rounds, until the sample was homogeneous. An additional 50:50 MeCN:water was added and the homogenisation repeated. Next, the suspension was frozen in liquid nitrogen and lyophilised to dryness. To produce a finer suspension for metabolite extraction, ceramic beads were added to the tubes containing the dried homogenate and milling was undertaken with repeated rounds at 6,500 rpm/20 s in the homogeniser.

Metabolites were extracted from the suspension as follows. Working on ice, two further rounds of milling were undertaken, firstly after the addition of 50 μL of LC–MS grade methanol, and again after a second 50 μL methanol addition. The 100 μL suspension was then topped up to 1,500 μL with cold methanol, mixed thoroughly by vortex and the cell debris was collected by centrifuge at 10,000 g for 15 min at 10°C. The supernatant was transferred to a fresh tube, from which a volume equivalent to 1 mg of homogenate was taken for gas chromatography/quadrupole time-of-flight spectrometry (GC-qTOF-MS) analysis (See below). For quality control purposes, a second 200 μL aliquot from each extract was combined into a single pooled sample, which was mixed by vortex and divided into replicate volumes (Pooled Quality Control, QC). All metabolite aliquots were dried in preparation for derivatisation, by vacuum concentration in an Eppendorf Concentrator Plus vacuum concentrator (Eppendorf, South Pacific Pty. Ltd., North Ryde, Australia).

#### Gas chromatography/quadrupole time-of-flight spectrometry (GC-qTOF-MS)

Metabolites were prepared for GC-qTOF-MS analysis by derivatisation to their methoxime and silyl derivatives as previously described by (Gummer et al., 2013), with modification. To the dried metabolites were added 100 μL of methoxylamine HCl (Sigma-Aldrich, Castle Hill, NSW, Australia) [20 mg.mL^−1^ in pyridine (UNIVAR)], followed by brief mixing by vortex and incubation at 30°C for 90 min with agitation at 900 rpm in an Eppendorf thermomixer. An aliquot of 20 μL was then taken and added to 40 μL of MSTFA (Sigma-Aldrich, Castle Hill, NSW, Australia) in a 200 μL glass analytical vial insert; 5 μL of n-alkanes [(C10, C12, C15, C19, C22, C28, C32 and C36); Sigma-Aldrich] in hexane] was added, mixed briefly by vortex, sealed by crimp-cap in a glass analytical vial, and incubated at 75°C for 30 min within a 7890 GC Oven (Agilent Technologies). Samples were cooled to room temperature, mixed briefly by vortex and loaded onto the GC-autosampler in a randomized sequence for analysis. The sequence was initiated with the injection of two preparative blank controls, followed by eight QC samples, with the sample set then interspaced with the analysis of a single PQC injection after every fourth sample, and finishing with four consecutive PQCs followed by four preparative blanks.

One microlitre of derivatised sample was injected into the inlet of a 7890 Gas Chromatograph (GC, Agilent Technologies, Santa Clara USA) operating at 230°C and a pressure of 11.138 psi in a splitless mode of operation. The GC was equipped with an Agilent VF-5ms column (Agilent Technologies, Santa Clara USA) with a temperature gradient beginning at 70°C, held for 1 min, before increasing at a rate of 5.63°C/min to a final temperature of 320°C, which was held for 10 min. Helium was used as the carrier gas, at a flow rate of 0.906 mL.min^−1^ and the retention time calibrated using standard n-alkanes. The sample syringe was washed with heptane after each injection. The GC was coupled to a 7200B quadrupole-time-of-flight (QTOF) mass spectrometer (Agilent Technologies, Santa Clara USA) installed with an EI ion source running at 70 eV, and data were acquired using an extended dynamic range acquisition, with spectra collected at a 10 GHz acquisition rate.

#### Metabolomics data processing

The acquired data were imported into AnalyzerPro v5.5.0.7304 (SpectralWorks, Runcorn UK) for ion deconvolution, metabolite identification and data visualisation. To assign a quantifier ion to each deconvoluted analyte, individual ion peak areas were aligned into a data matrix using Ruby (Gummer et al., 2013), whereby only ions within the assigned quality control thresholds were accepted; consisting of a percent relative standard deviation (%RSD) of the peak area of the QCs ≤45, a mean peak area of QC ≥ 1×10^5^, and maximum peak area across all samples being ≤2×10^6^ (previously determined to be within the linear dynamic range for quantitation) were accepted into the data matrix. Subsequently any ions measured in all six preparative blanks, thus representing analytical artefacts of non-biological origin, or suffering from sample carry-over, were removed from the final matrix. A quantifier ion was selected for each deconvoluted analyte if it met each of the above criteria and had the lowest %RSD of any ion within the deconvolution event. All other ions were used as qualifier ions. Metabolites were identified using an in-house library of mass spectra with accompanied chromatographic retention times, spectral-matched within AnalyzerPro, and using the National Institute of Standards and Technology (NIST) database. Multivariate data analysis was performed using MetaboAnalyst v4.0 (Pang et al., 2020). Data were Log_10_-transformed and range-scaled prior to interrogation by PCA and PLS-DA. Random Forest were performed using the R package Boruta (Kursa and Rudnicki, 2010) (Degenhardt et al., 2019) and MetaboAnalyst. The most influential identified metabolites were further interrogated by Receiver Operating Characteristic Curve analysis, following Log_10_-transformation and mean-centre scaling, using MetaboAnalyst 4.0.

#### Binding affinity assays

The LanthaScreen™ TR-FRET binding assay was performed following the manufacturer's guidelines (PV4894, Invitrogen) as follows, 20 mM stock solution of the ligand or control in DMSO were serially diluted using 100% DMSO to produce a range of concentrations from 100 μM to 1 pM. The test compound solutions were mixed with the reaction buffer in a 1 (ligand) in 10 (reaction buffer) dilution for a final 2X ligand concentration. This was mixed with the reaction components (glutathione S-transferase (GST)-PPPARγLBD (0.5 nM)/, terbium (Tb)-labelled anti-GST antibody (5 nM) and Fluormone pan-PPAR green (5 nM for PPARγ; 20 nM for PPARα) at room temperature in a ratio of 8 μLl 2X ligand solution: 4 μLl of 4XFluormone: and 4 μLl 4X GST-PPPARγLBD/terbium (Tb)-labelled anti-GST antibody to produce a final reaction mixture volume of 16 μL. The concentration of DMSO in the final reaction mixture was 5%. The reaction mixture was kept at room temperature for 2 h prior to recording the TR-FRET emission spectra using a CLARIOstar Plus microplate reader (BMG Labtech). Terbium was excited at 340 nM. Results are expressed as the ratio of fluorescence intensity at 520 nm (Fluormone emission) and 490 nm (Tb emission). The assay was carried out using a 396 well plate with 12 μL of reaction mixture placed in the wells. For each compound three serial dilutions were prepared and measured separately. The IC_50_ and SEM values were determined using a sigmoidal dose-response equation with varying slope using GraphPad Prism.

#### Transcriptional reporter assays

A transfected transporter cell line HG5LN was used (Balaguer et al., 2001). These cells were cultured in Dubecco's modified Eagle's medium (DMEM-F12 Thermo Fisher Scientific) with phenol red and supplemented with 5% foetal calf serum, incubated at 37°C in a 5% CO_2_/95% air-humidified atmosphere. Luciferase assays were performed in DMEM-F12 (Thermo Fisher Scientific) without phenol red and supplemented with 5% dextran-coated charcoal-stripped FCS (test culture medium), puromycin (Thermo Fisher Scientific) 0.5 μg/mL and geneticin (Thermo Fisher Scientific) 1 mg/mL. Cells were seeded at a density of 5 x 10^4^ cells/well and incubated for 8 h at 37°C in a 96-well plate white opaque tissue culture plates (Becton-Dickinson). Tested compounds were added in serial dilutions and incubated for 16 h at 37°C. After incubation, the medium containing the effectors was carefully removed and replaced by culture medium containing 3 x 10^−4^ mol/L luciferin (Sigma Chemicals). After 5 min incubation at room temperature, the 96-well plate was then read with a Microbeta Wallac luminometer and the luminescence was measured in the living cells for 2 s. All experiments were performed in quadruplicate.

#### Soft agar colony formation

Cells were incubated with different concentrations of GW6471 (from 0.5 μM to 8 μM) for a soft agar colony formation assay (Horibata et al., 2015). Briefly, 3% 2-hydroxyethyl agarose (agarose, A4018; Sigma-Aldrich, Australia) was prepared as stock solution. The bottom layer was prepared by incubating 20% agarose gel in R10 complete medium, RPMI 1640 (Invitrogen) supplemented with 10% foetal calf serum (FCS; Life Technologies), 20 mM HEPES (Sigma-Aldrich), 0.05 mM 2-mercaptoethanol (pH 7.2; Merck, Kilsyth, Australia), 60 μg/mL penicillin (Life Technologies), 50 μg/mL gentamicin (David Bull Labs), for a final concentration of 0.6%, 2mL per well, at 4°C for 1 h to allow the mixture to solidify, then incubating at 37°C for at least 30 min before seeding the cells. The cell-containing layer (10% agarose gel in R10 complete medium for a final concentration of 0.3%, 1 mL per well) was prepared with a concentration of 1,000 cells/mL. 1 mL of cells was then transfer to each well. The feeder layer (10% agarose gel in R10 complete medium for a final concentration of 0.3%, 1 mL per well was prepared with different concentrations of GW6471; each different concentration was then added to each well on top of the cells. The 6-well plate was then incubated at 4°C for 15 min before incubating at 37°C with 5% CO_2_ for a week. A new feeder layer was added once per week until day 22.

Colony counting was performed by adding 1 mL of 0.005% crystal violet (C0775; Sigma-Aldrich, Australia) in PBS on top of each well and incubating at room temperature for 24 h. Pictures were taken and colonies counted with ImageJ (v1.52a).

#### Migration and matrigel invasion assay

Cells were harvested and seeded in Incucyte®ImageLock 96-well plates (Essen BioScience) at a density of 10 x 10^4^ cells/mL overnight. A scratch wound was performed on the confluent cells with the 96-pin IncuCyte WoundMaker Tool (Essen BioScience). For migration assays, cells were washed with PBS once before adding 100 μL media with GW6471 at indicated concentrations. For matrigel invasion assays, cells were washed with PBS once before adding 50 μL of matrigel basement membrane matrix (FAL356231; Corning, NY, USA) at 8 mg/mL; lastly 100 μL media with GW6471 at indicated concentrations were added on top of the matrigel. Wounded cells were incubated in the IncuCyte ZOOM® at 37°C with 5% CO_2_. Data were analysed using the Incucyte® Scratch Wound Cell Migration Software Module and calculating the Relative Wound Density (%) (RWD) for both migration and invasion assays.

#### MTT assay

Cells were harvested and seeded in 96-flat well plates (Corning) at a density of 5 x 10^4^ cells/mL overnight. Media was removed and 100 μL media with GW6471 or GW9662 at indicated concentrations was added to each well. Cell viability and toxicity were measured at 48 h. Cells were incubated with 50 μL of a 2 mg/mL solution of (3-(4,5-dimethyl-thiazole-2-yl)-2,5-biphenyl tetrazolium (MTT, Sigma-Aldrich) in PBS for 4 h and then exposed to 100 μL dimethyl sulfoxide (DMSO; Sigma-Aldrich). Cell viability was measured by absorption at 570 nm in a microplate spectrophotometer (Spectromax 250 plate reader). Results are shown as relative cell viability.

#### *In vitro* metabolic stability

The test compound (1 μM) was incubated at 37°C with mouse liver microsomes (XenoTech) at a protein concentration of 0.4 mg/mL. The metabolic reaction was initiated by the addition of a NADPH-regenerating system and quenched at various time points over a 60 min incubation period by the addition of acetonitrile. Control samples (without NADPH) were included (and quenched at 2, 30, 60 min) to monitor for potential degradation in the absence of cofactor. The degradation half-life and *in vitro* intrinsic clearance (*in vitro* CL_int_) in microsomes were calculated using the apparent first order degradation rate constant for substrate depletion (Obach, 1999).

#### Liquid chromatography-mass spectrometry (LC-MS) bioanalysis

Compound quantification was performed using a Xevo G2 QTOF (*in vitro* metabolic stability) using positive electrospray ionisation under MS^E^ mode or a Waters Xevo TQD (mouse exposure) mass spectrometer using positive electrospray ionisation multiple-reaction monitoring mode. Compounds were eluted using an acetonitrile-water/0.05% formic acid gradient at a flow rate of 0.4 mL/min operating over a 4 min cycle on a Waters Acquity UPLC using a Supelco Ascentis Express RP C8 column (50 × 2.1 mm, 2.7 μm). Extraction was performed by precipitation using acetonitrile (1:1 volume ratio for microsomes and 2:1 volume ratio for plasma samples) followed by centrifugation. Compound concentrations were quantified against calibration standards prepared in an appropriate matrix to match the test samples (e.g. plasma or microsomes).

#### GW6471 formulation preparation

ABT Formulation: On the evening prior to dosing, ABT was dissolved in a 0.9% (w/v) saline using vortexing and sonicating, resulting in a colourless solution. The nominal concentration of ABT in the formulation was 10 mg/mL. GW6471 Formulation: The final drug contains 40% final volume of PEG400 (Kollisolv PEG E 400, Sigma Aldrich), and 60% final volume of Solutol HS-15 (Kolliphor HS-15, Sigma Aldrich). Solutol is previously mixed in a saline solution (12.5% concentration). On the day of dosing, the solid GW6471 was first dissolved in PEG400by thoroughly vortexing and sonicating for 5 min. Then, the saline solution containing Solutol HS-15 12.5% was added. Again, the formulation was then thoroughly vortexed and sonicated to produce a hazy pale yellow suspension with an apparent pH of 3.4. The nominal concentration of GW6471 in the formulation was 2 mg/mL. The bulk formulation was mixed by inverting the tubes prior to drawing each dosing volume. Animals were dosed within 1 h of formulation preparation. The dose administered to each mouse was calculated on the basis of the mouse body weight (determined prior to dosing).

#### Binding of GW6471 in mouse plasma and media assay

Protein binding was determined via rapid equilibrium dialysis (RED) with incorporation of a pre-saturation step (Charman et al., 2020). The pre-incubation process involved RED system being exposed to fresh aqueous solutions of GW6471 (400 nM) for three periods (including one overnight). For the protein binding determination, GW6471 was spiked into the diluted mouse plasma (10% (v/v); in PBS) or DMEM/F-12 media containing 5% dextran-coated charcoal-stripped FCS (at 2000 nM) and dialysed against protein-free PBS (for plasma) or base media (DMEM/F-12) containing GW6471 at 40 nM for 24 h at 37°C under ambient atmosphere on a plate shaker. Concentrations of GW6471 in dialysate and donor samples collected at the end of the dialysis period were determined via LC–MS.

#### Data analysis for binding of GW6471

Compound binding was assessed on the basis of the measured concentrations in dialysate and donor samples at the end of the dialysis period.

Based on the post-dialysis measured concentrations in donor (C_total_post_dialysis_) and dialysate (C_unbound_) for each RED unit, the unbound fraction of compound in assay matrix (*f*_*u*_diluted_) was calculated according to Equation 1 below:

(Equation 1) $$f_{u}{=}_{\;\frac{C_{\text{unbound}}}{C_{\text{total}\_\text{post}-\text{dialysis}}}}$$

For media, the value for *f*_*u*_ calculated according to Equation 1 above was used without further correction. The measured *f*_*u*_ value in diluted mouse plasma was further corrected for the dilution factor to determine the unbound fraction in neat mouse plasma according to Equation 2 per standard methods (Kalvass and Maurer, 2002):

(Equation 2) $$f_{u\_\text{undiluted}\;=\;\frac{1/D}{\left(\left(\frac{1}{f_{u\_\text{diluted}}}\right)-1\right)+1/D}}$$

Where *D* is the dilution factor (i.e. *D* = 10 for 10% diluted assay matrix).

#### Immunohistochemistry

Tissues were fixed with 4% paraformaldehyde for 48–72 h and embedded in paraffin. 5 μm sections were cut by microtome (Thermo Fisher Scientific) and placed on Slide SuperFrost Plus White 1 mm (Thermo Fisher Scientific). Slides were deparaffinised as previously explained for hematoxylin and eosin staining. Antigen retrieval was performed with 10 mM citrate, pH6, at high pressure in a pressure cooker for 15 min and 5 min slow release. Sections were rinsed twice with TBST buffer (Tris-Buffer Saline with Tween, 20 mM Tris, 500 mM NaCl, and 0.05% Tween 20) for 5 min under agitation. Quench tissue peroxidase H_2_O_2_ was performed for 10 min at room temperature with 3% H_2_O_2_ in distilled H_2_O. The Vectastain® ABC kit, peroxidase (Rabbit IgG) (Vector Laboratories) was used for the following steps. Non-specific binding was performed with 1.5% Normal goat serum in PBS for 20 min at room temperature. Primary antibody Angptl4 (1:50) (409800, Invitrogen), was diluted in PBS/1.5% goat serum and incubated 1 h at room temperature. The secondary biotinylated anti-Rabbit IgG (1:200) (Vector Laboratories), was diluted in PBS and incubated for 30 min at room temperature. Vectastain ABC reagent (Vector Laboratories) was used as per manufacturer's instructions, mixing Reagent A with Reagent B (1:1) and incubating at room temperature 30 min prior use. To use, Vectastain ABC reagent was added for 30 min at room temperature. The DAB peroxidase substrate kit (Vector Laboratories) was prepared per manufacturer's instructions (2.5 mL distilled H_2_O + 1 drop buffer stock + 2 drops DAB stock + 1 drop hydrogen peroxide), this reagent was added for 3 min at room temperature before stopping the reaction with distilled H_2_O. Finally, counterstaining was performed for 30 s at room temperature with Mayer's Hematoxylin (Sigma-Aldrich) and the slides were dehydrated and mounted as previously explained for hematoxylin and eosin staining.

### Quantification and statistical analysis

GraphPad Prism software was used to determine statistical significance of differences between groups by Student's t-test (Mann-Whitney test) when comparing two groups. Two-way ANOVA with Dunnett's multiple comparisons test correction was used for multiple comparisons. A p value <0.05 was considered significant. Each figure legend contains all the statistical details on each experiment, including the specific statistical test for that assay, exact value of n, what n represents and dispersion and precision measures. RNA sequencing statistical details can be found in the section STAR Methods details under Bulk RNA-seq analysis.

# Supplementary material for: PPARα and PPARγ activation is associated with pleural mesothelioma invasion but therapeutic inhibition is ineffective
**Source:** iScience. 2021 Dec 4;25(1):103571. doi: 10.1016/j.isci.2021.103571
**Supplement:** Document S1. Figures S1–S9 and Tables S1–S3

## **Supplemental information**

### **PPAR $\alpha$ and PPAR $\gamma$ activation is associated with pleural mesothelioma invasion but therapeutic inhibition is ineffective**

**M. Lizeth Orozco Morales, Catherine A. Rinaldi, Emma de Jong, Sally M. Lansley, Joel P.A. Gummer, Bence Olasz, Shabarinath Nambiar, Danika E. Hope, Thomas H. Casey, Y. C. Gary Lee, Connall Leslie, Gareth Nealon, David M. Shackleford, Andrew K. Powell, Marina Grimaldi, Patrick Balaguer, Rachael M. Zemek, Anthony Bosco, Matthew J. Piggott, Alice Vrielink, Richard A. Lake, and W. Joost Lesterhuis**

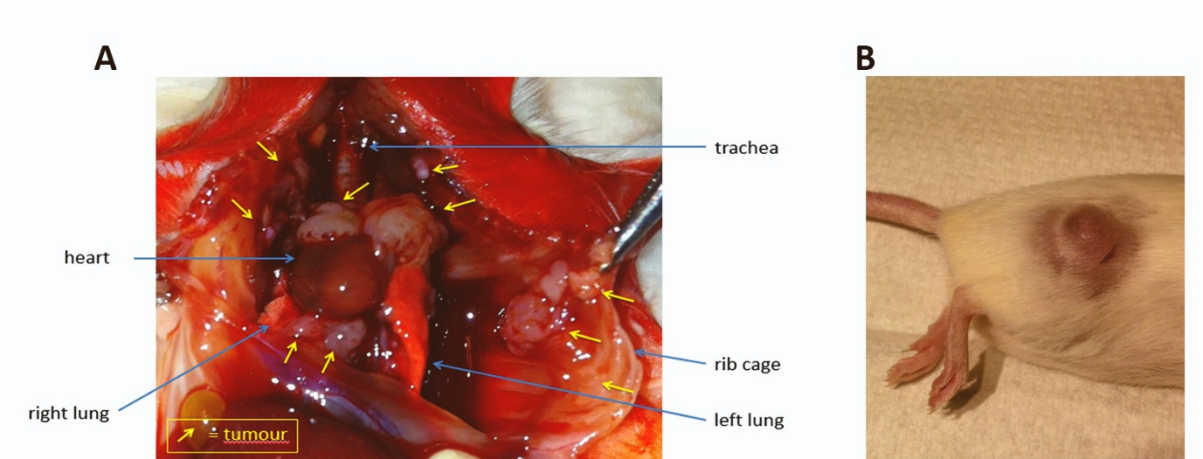

**Figure S1 (Related to Figure 1). Tumours derived from mesothelioma cell lines are more invasive and proliferative in the pleural compared to the subcutaneous space. (A) Intraperitoneal AB1 tumour on day 10 in BALB/c mouse. Blue arrows point to different organs, yellow arrows point to tumour. (B) Subcutaneous AB1 tumour on day 10 in BALB/c mouse before being harvested.**

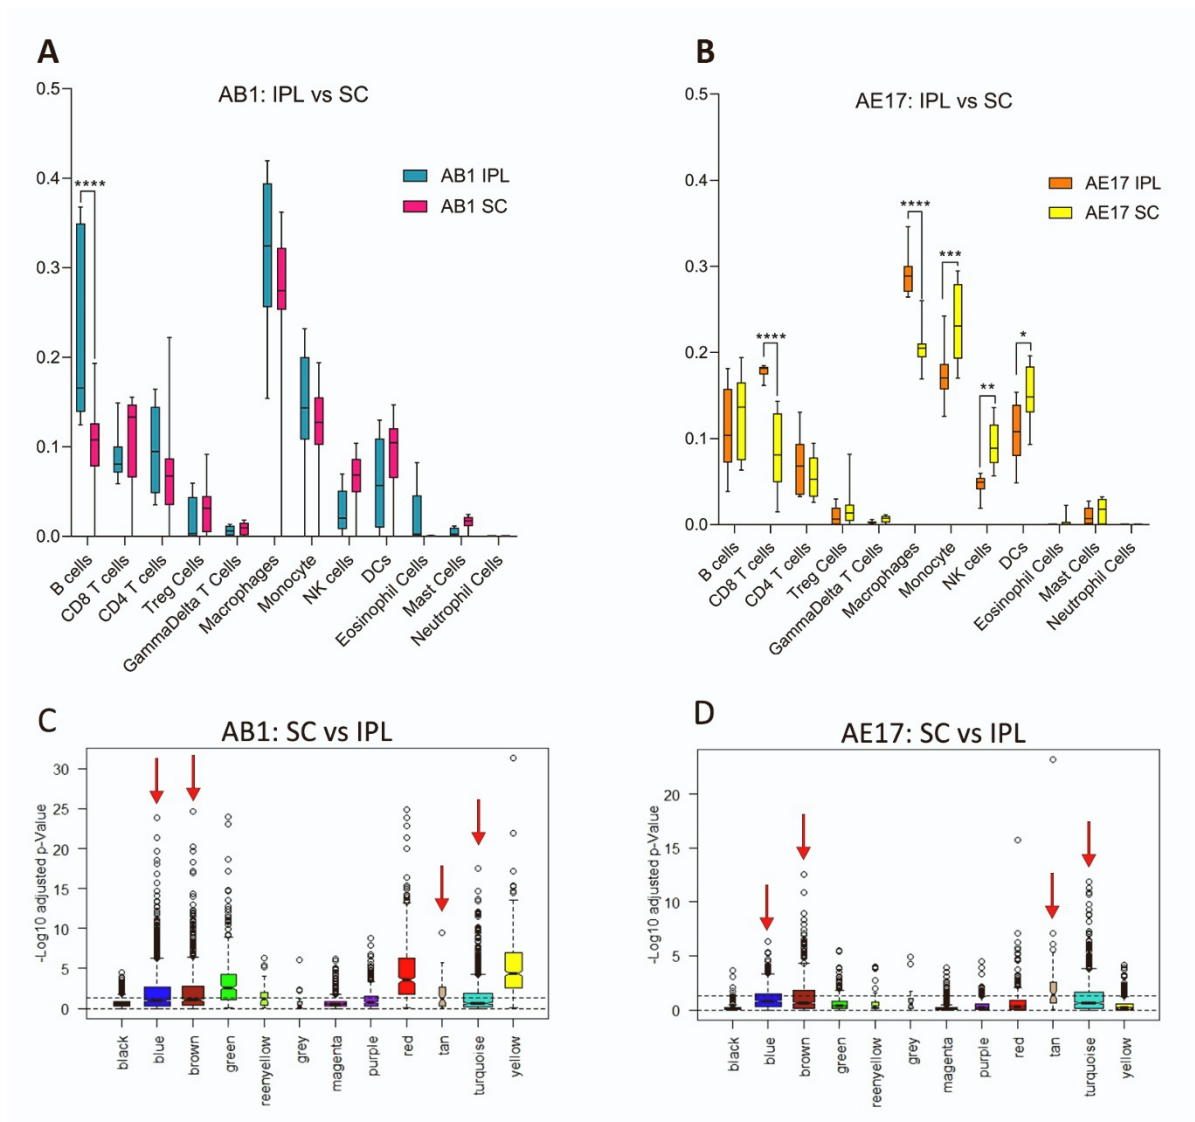

**Figure S2 (Related to Figure 2). PPAR $\alpha$  and PPAR $\gamma$  are identified as key regulators in invasive tumour development.** (A and B) CIBERSORT analysis on AB1 and AE17 models. (A) AB1 model for IPL tumours vs SC tumours. B cells are significantly different;  $p < 0.0001$ . (B) AE17 model for IPL tumours vs SC tumours.  $n = 8$ . Two-way ANOVA with Sidak's multiple comparison (\*  $p < 0.02$ , \*\*  $p < 0.008$ , \*\*\*  $p = 0.0002$ , \*\*\*\*  $p < 0.0001$ ). (C and D) WGCNA analysis on (C) AB1 and (D) AE17 models comparing SC vs IPL tumours. Red arrows indicate the four significant models in both AB1 and AE17 models.

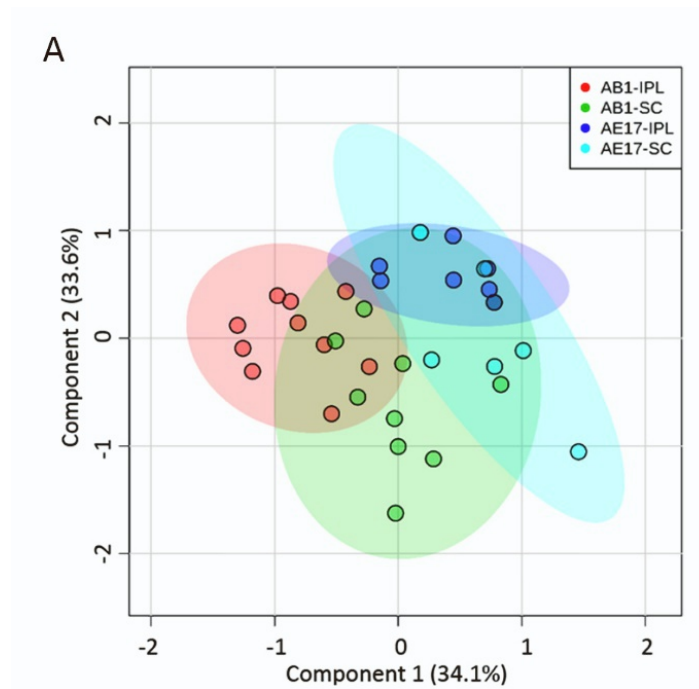

**Figure S3 (Related to Figure 3). PCA identifies major source of variance within tumours.** (A) Unsupervised modelling using Principal Component Analysis (PCA) identified the major source of variance within the metabolomes of intrapleural (IPL) and subcutaneous (SC) tumours being consistent with cell line, AB1 or AE17. Group differences due to tumour location are more subtly described within the displayed groupings.

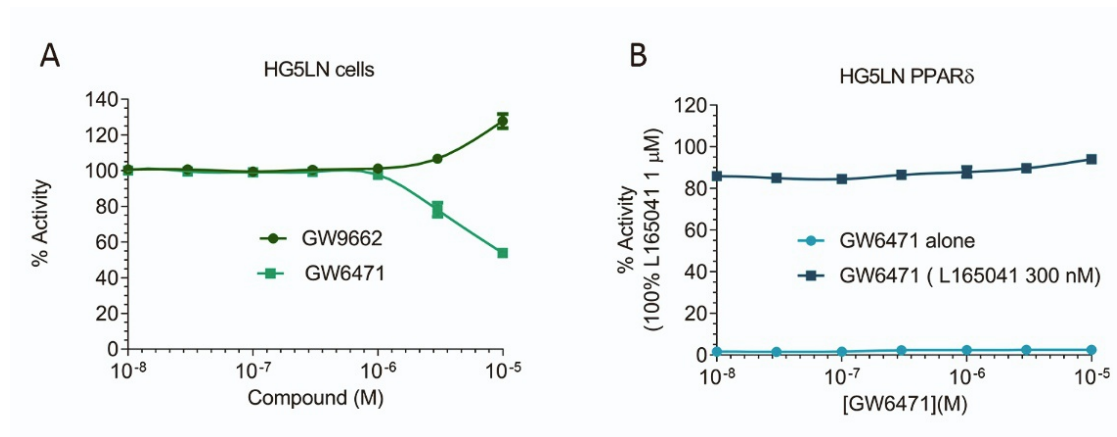

**Figure S4 (Related to Figure 4). Use of parental HG5LN for GW6471 on PPAR $\delta$**  (A) Parental HG5LN cells enable to test the non-specific modulation of luciferase expression. (B) Reporter cell assay with HG5LN cells for GW6471 on PPAR $\delta$ . The curve is presented as a non-linear regression; log[ligand] vs response. Data are presented as means  $\pm$  SD values.

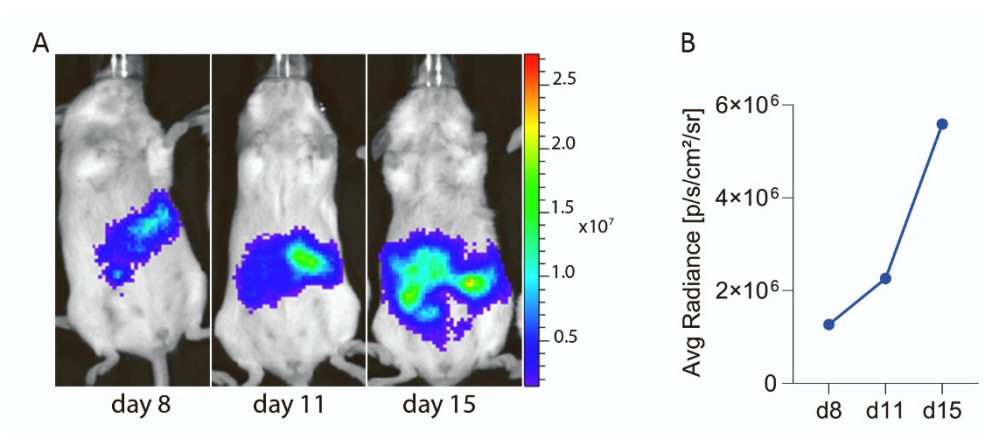

**Figure S5 (Related to Figure 6). In vivo imaging system (IVIS) allows measuring AB1-Luc IP tumours over time.** (A) AB1-Luc bearing BALB/c mouse is imaged via IVIS on day 8, 11 and 15. Coloured bar shows average radiance (p/s/cm<sup>2</sup>/sr). (B) Average radiance is showed at 3 different time points representing tumour growth from day 8 to day 15.

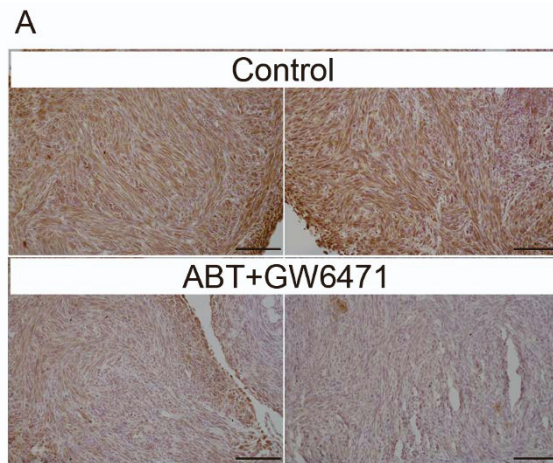

**Figure S6 (Related to Figure 6). Angptl4 levels in AB1 mesothelioma tumours from mice treated with ABT and GW6471 or vehicle control. (A) Representative Angptl4 staining on control tumour samples and ABT+GW6471 treatment tumour samples. Scale bar = (x10) 100  $\mu$ m. n = 14.**

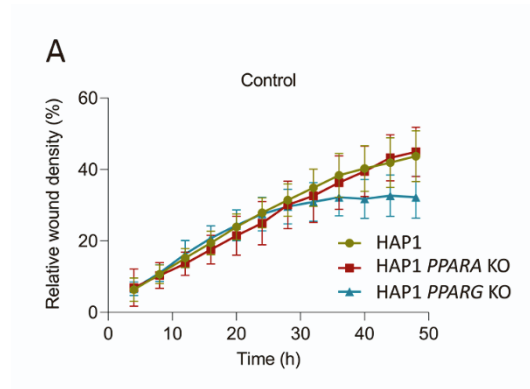

**Figure S7 (Related to Figure 7). Genetic deletion of *PPARG* reduces migration capacity *in vitro*.**

(A) Wound migration assay for HAP1, HAP1 *PPARG* KO, and HAP1 *PPARG* KO.

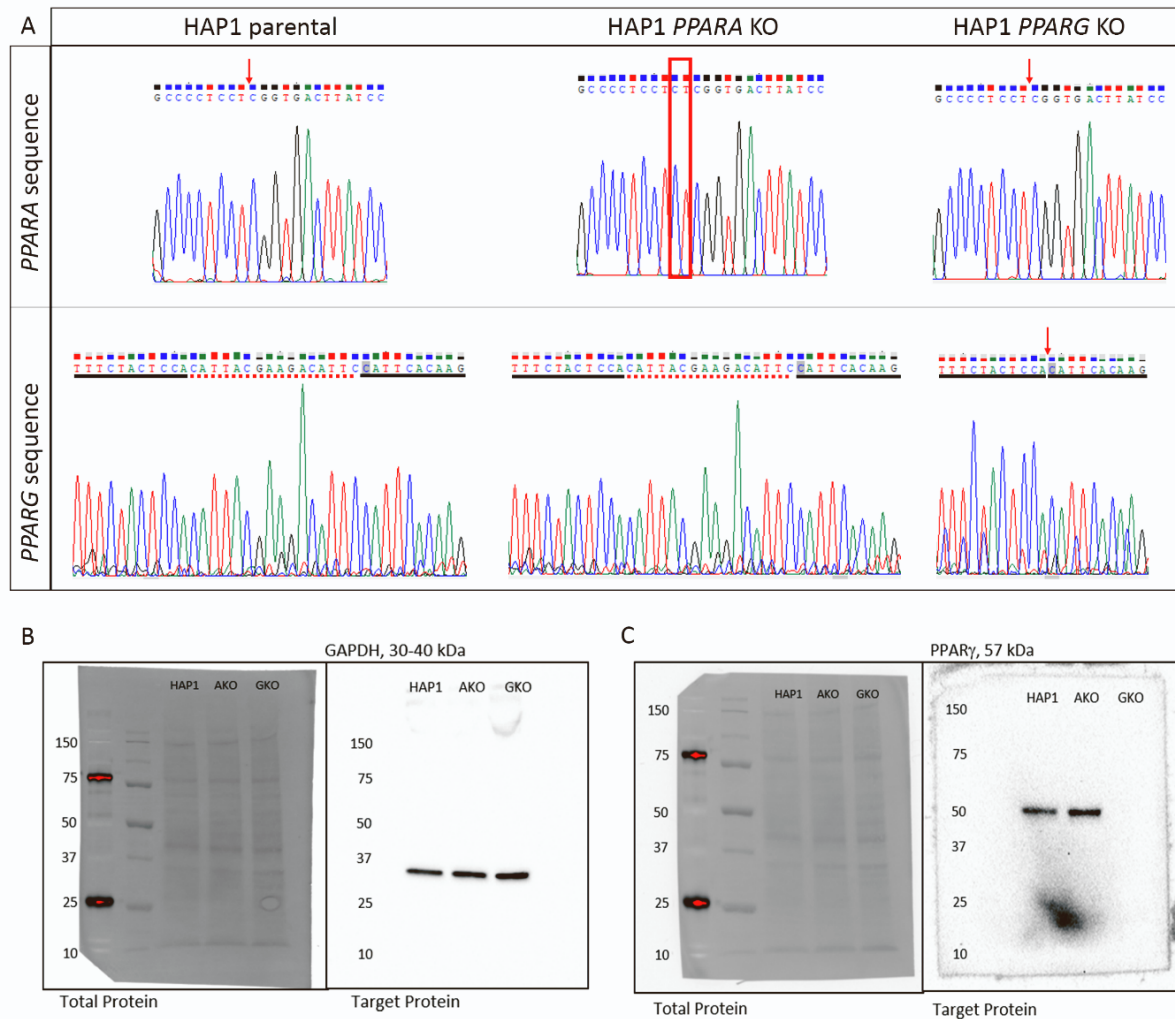

**Figure S8 (Related to Figure 3, 4 and 7). Sanger sequencing and western blot confirms *PPARA* and *PPARG* knock out on HAP1 cell lines.** (A) Chromatograms of HAP1 parental, HAP1 *PPARA* KO, and HAP1 *PPARG* KO. On the *PPARA* sequence, the red arrows show where the 2 bp insertions occurs for the HAP1 *PPARA* KO cell line. On the *PPARG* sequence, the red dotted line is the section that was deleted from the HAP1 *PPARG* KO cell line, also represented with a red arrow in the HAP1 *PPARG* KO cell line. (B) Total protein membrane and target protein GAPDH are shown for HAP1, HAP1 *PPARA* KO (AKO) and HAP1 *PPARG* KO (GKO) cell lines. (C) Total protein membrane and target protein PPAR $\gamma$  are shown for HAP1, AKO and GKO cell lines.

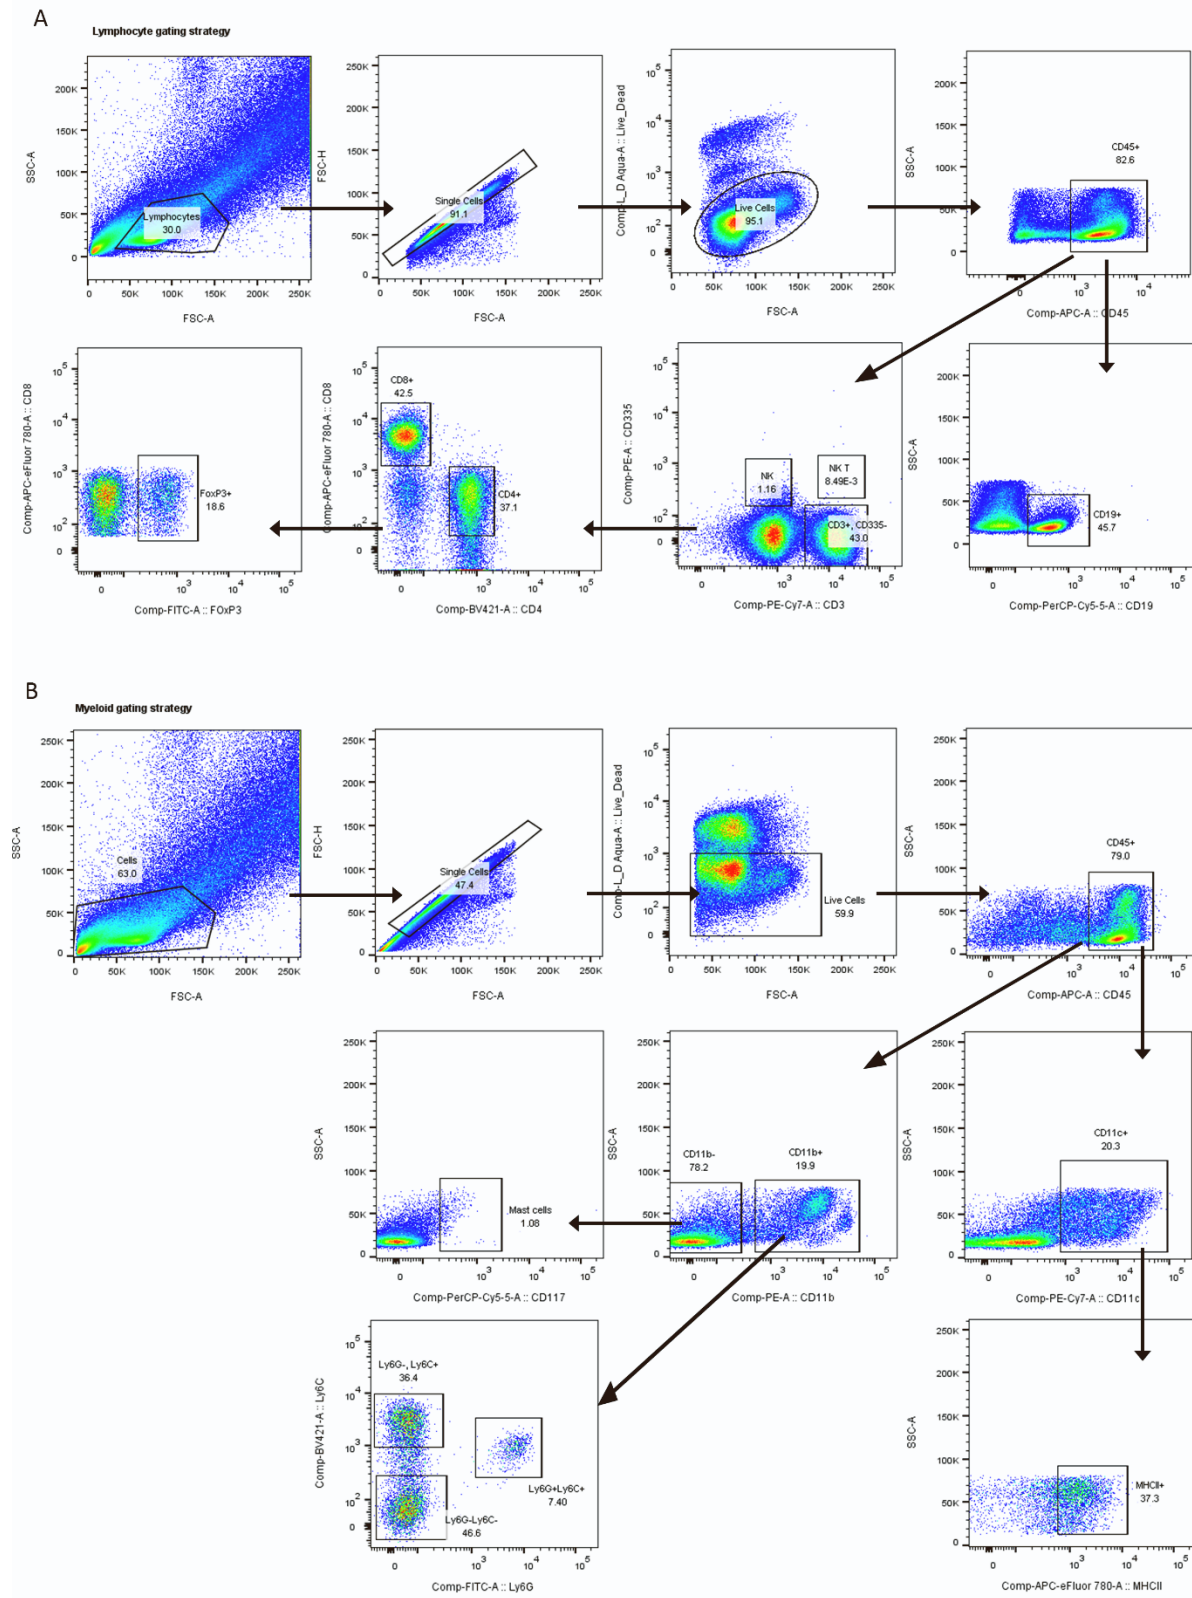

**Figure S9 (Related to Figure 2). Gating strategy for lymphoid and myeloid panels for flow cytometry on SC and IPL tumours. (A and B) Gating strategy for (A) lymphoid and (B) myeloid panels for SC and IPL tumours at day 10.**

**Table S1 (Related to Figure 6).** Protein binding data for GW6471 in mouse plasma and assay media (DMEM / F-12 media with dextran-coated charcoal-stripped 5% FCS).

| Compound | Assay matrix | Fraction unbound ( $f_u$ ) |
|----------|--------------|----------------------------|
| GW6471   | Mouse plasma | 0.00059 $\pm$ 0.00005      |
|          | Assay media  | 0.0037 $\pm$ 0.0006        |

Note: Fraction unbound values are presented as the mean  $\pm$  SD of n=3 independent dialysis units

**Table S2 (Related to Figure 2 and S9).** Flow cytometry markers and fluorochromes.

| Marker                               | Fluorochrome   | Distributor | Dilution | Clone       | Catalogue No;<br>RRID          |
|--------------------------------------|----------------|-------------|----------|-------------|--------------------------------|
| <b>Antibodies for lymphoid panel</b> |                |             |          |             |                                |
| FVD                                  | Zombie UV      | BioLegend   | 1:2000   |             | 423107                         |
| CD45                                 | APC            | BioLegend   | 1:500    | 30-F11      | 103112;<br>RRID:AB_312977      |
| CD4                                  | BV421          | BioLegend   | 1:500    | GK1.5       | 100438;<br>RRID:AB_11203718    |
| CD8a                                 | APC-eFluor 780 | eBioscience | 1:200    | 53-6.7      | 47-0081-82;<br>RRID:AB_1272185 |
| FoxP3                                | FITC           | eBioscience | 1:100    | FJK-16s     | 11-5773-82; RRID:<br>AB_465243 |
| CD335                                | PE             | BioLegend   | 1:200    | 29A1.4      | 137604;<br>RRID:AB_2235755     |
| CD19                                 | PerCP-Cy5.5    | BioLegend   | 1:500    | 1D3/CD19    | 152405;<br>RRID:AB_2629814     |
| CD3                                  | PE-Cy7         | BioLegend   | 1:200    | 17A2        | 100219;<br>RRID:AB_1732068     |
| <b>Antibodies for myeloid panel</b>  |                |             |          |             |                                |
| FVD                                  | Zombie UV      | BioLegend   | 1:2000   |             | 423107                         |
| MHCII                                | APC-eFluor 780 | eBioscience | 1:500    | M5/114.15.2 | 47-5321-82;<br>RRID:AB_1548783 |

|       |             |                   |       |        |                               |
|-------|-------------|-------------------|-------|--------|-------------------------------|
| CD11c | PE-Cy7      | eBioscience       | 1:200 | N418   | 25-0114-82;<br>RRID:AB_469590 |
| CD11b | FITC        | BioLegend         | 1:500 | M1/70  | 101205;<br>RRID:AB_312788     |
| Ly6G  | PE          | BioLegend         | 1:500 | 1A8    | 127607;<br>RRID:AB_1186104    |
| Ly6C  | BV421       | BioLegend         | 1:300 | HK1.4  | 128032;<br>RRID:AB_2562178    |
| CD117 | PerCP-Cy5.5 | BD<br>Biosciences | 1:300 | 2B8    | 560557;<br>RRID:AB_1645258    |
| CD45  | APC         | BioLegend         | 1:500 | 30-F11 | 103112;<br>RRID:AB_312977     |

**Table S3 (Related to STAR Methods).** Software or algorithms used in this paper

| SOFTWARE OR ALGORITHM   | SOURCE                                            | IDENTIFIER                                                                                                                                                |
|-------------------------|---------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------|
| PKSolver Version 2.0    | Zhang et al., 2010                                | doi:10.1016/j.cmpb.2010.01.007                                                                                                                            |
| Image Lab Software      | Bio-Rad Laboratories                              | <a href="https://www.bio-rad.com/en-au/product/image-lab-software?ID=KRE6P5E8Z">https://www.bio-rad.com/en-au/product/image-lab-software?ID=KRE6P5E8Z</a> |
| Flowjo                  | Becton, Dickinson and Company                     | <a href="https://www.flowjo.com">https://www.flowjo.com</a>                                                                                               |
| FastQC v0.11.3          | Andrews, n.d.                                     | <a href="https://www.bioinformatics.babraham.ac.uk/projects/fastqc/">https://www.bioinformatics.babraham.ac.uk/projects/fastqc/</a>                       |
| HISAT2 v2.0.4           | Kim et al., 2015                                  | doi: 10.1038/nmeth.3317                                                                                                                                   |
| SummerizeOverlaps       | Lawrence et al., 2013                             | doi: 10.1371/journal.pcbi.1003118                                                                                                                         |
| Stringtie v1.3.0        | Pertea et al., 2015                               | doi: 10.1038/nbt.3122                                                                                                                                     |
| Ballgown                | Frazee et al., 2015                               | doi: 10.1038/nbt.3172                                                                                                                                     |
| SAMStat v1.5.2          | Lassmann et al., 2011                             | doi: 10.1093/bioinformatics/btq614                                                                                                                        |
| CIBERSORT               | Newman et al., 2015                               | doi: 10.1038/nmeth.3337                                                                                                                                   |
| DESeq2                  | Love et al., 2014                                 | doi: 10.1186/s13059-014-0550-8                                                                                                                            |
| WGCNA                   | Langfelder and Horvath, 2008                      | doi: 10.1186/1471-2105-9-559                                                                                                                              |
| DCGL                    | Yang et al., 2013                                 | doi: 10.1371/journal.pone.0079729                                                                                                                         |
| Ingenuity Systems       | Krämer et al., 2014                               | doi: 10.1093/bioinformatics/btt703                                                                                                                        |
| AnalyzerPro v5.5.0.7304 | SpectralWorks                                     | <a href="https://spectralworks.com/software/analyzerpro/">https://spectralworks.com/software/analyzerpro/</a>                                             |
| MetaboAnalyst v4.0      | Pang et al., 2020                                 | doi: 10.3390/metabo10050186                                                                                                                               |
| Boruta                  | Kursa and Rudnicki, 2010, Degenhardt et al., 2019 | doi: 10.18637/jss.v036.i11<br>doi: 10.1093/bib/bbx124                                                                                                     |

|                           |                        |                                                                                                                                                                                                                                         |
|---------------------------|------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| GraphPad Prism            | GraphPad Software      | <a href="https://www.graphpad.com/scientific-software/prism/">https://www.graphpad.com/scientific-software/prism/</a>                                                                                                                   |
| ImageJ v1.52a             | Schneider et al., 2012 | <a href="https://imagej.nih.gov/ij/">https://imagej.nih.gov/ij/</a><br>doi:10.1038/nmeth.2089                                                                                                                                           |
| IncuCyte ZOOM v6.2.9200.0 | Essen BioScience Inc.  | <a href="https://www.essenbioscience.com/en/resources/incucyte-zoom-resources-support/software-modules-incucyte-zoom/">https://www.essenbioscience.com/en/resources/incucyte-zoom-resources-support/software-modules-incucyte-zoom/</a> |

How the deposited data were processed for this re-analysis (not part of the article)

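RNA from whole tumors of 32 mice was measured, with 8 mice in each of the AB1 IPL, AB1 SC, AE17 IPL and AE17 SC groups, all harvested 10 days after inoculation. The authors deposited counts of reads on each gene, which they made from 50 bp single-end reads by quality control with FastQC, mapping with HISAT2 to the mouse genome and counting with SummerizeOverlaps, without normalization. The table holds 39676 genes and 1 column per mouse. Sample titles gave the condition and the replicate number of each column, and the names of the alignments gave its sequencing lane. Of the 39676 gene identifiers, 39495 matched GENCODE M21 on GRCm38 without the version and 36719 with it, and coordinates and gene types were taken from that annotation.

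Total counts per mouse are given with the experiment. The 10 genes with the most counts took between 4.26% and 6.58% of the counts of a mouse. A count of 3 was taken as the smallest detectable number in a library. This limit covers counting error only, since the reads carry no molecular identifiers. The counts of every pair of mice within a group were compared with each other, and the 112 pairs differed by between 5.92 and 148.0 times their counting error (chi-square per degree of freedom), so that no library was a copy of another in its group.

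Differential expression between IPL and SC tumors was tested within each model in R 4.3.3 with edgeR 4.0.16, with filterByExpr, TMM factors, robust quasi-likelihood fits and a two-sided quasi-likelihood F test. P values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were counted. Intersected genes were those past this threshold in both models, in any direction. The interaction of model and site was tested in 1 fit of all 32 mice with 4 groups. Fits were repeated with DESeq2 1.42.0 at default settings, which the authors name in their methods, and with limma 3.58.1 (voom with sample quality weights). They were also repeated with DESeq2's size factors or total counts in place of TMM, without a filter, with a filter of at least 10 counts in every mouse, and with all 32 mice in 1 fit. Further fits used the replicate number as a block, or tissue marker scores as covariates, or left out each mouse in turn. An adjusted p under 0.01 and a log2 fold change of at least 1 in size were tried as thresholds. The sequencing lane as a covariate, a correction of each mouse for GC content, scores within 1 lane, PPAR target scores without Pdk4 and the alternatives for the interaction were added after seeing the data.

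Gene set scores were computed from lists of marker and target genes that were written down before the values were compared. A score is the mean log2 CPM (TMM factors, prior count 2) over the members with at least 10 counts in total, centred within each model. Scores were compared by exact two-sided permutation tests. The smallest p is 0.000155 with 8 mice against 8, and 0.00781 when sites are exchanged within the 8 replicate numbers. Within 1 lane it is 0.0222 in AB1 and 0.00606 in AE17. Adjustment covered the sets of each family (signaling, immune and tissue sets) within each model. The difference of the site effects between models was tested by 100000 permutations of the model labels within each site, with adjustment over 24 sets. Alternatives were other normalizations, members passing filterByExpr, the median over the genes, a prior count of 0.5, the replicate number as a block, and leaving out each mouse.

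The clustering used complete linkage on Euclidean distances between z-scores. The network used named genes with a mean of at least 20 counts that varied more than the median gene in either model (chi-square p under 0.01), with variance-stabilised values, a signed adjacency at power 12, topological overlap and Ward clustering into 12 modules, the number drawn in Figure S2. Module values were compared by exact two-sided permutation tests within each model at p under 0.01. Plots were drawn with matplotlib 3.10.9.

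The procedures were tested on simulated data. Among 14516 simulated genes of which 196 were changed, edgeR recovered 92.9% with 7 false calls, DESeq2 94.4% with 34 and voom 91.8% with 10. The network procedure recovered 100% of the simulated module genes. Of 200 simulated sets with no change, 3.5% had a p under 0.05.

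Genes are named by a rule: every gene of the lists taken from the paper that has a row in the table, apart from an item that is not reported here, and the 5 genes with the largest rise and the 5 with the largest fall among those that changed in the same direction in both models, with a mean of at least 1 CPM, and at most 3 members of a marker set whose score is reported. Pdk4, Plin2, Slc6a4, Lamb1 and Gm10335 fall outside this rule or are singled out, and were chosen after their values were seen. The authors' CIBERSORT, Ingenuity and WGCNA analyses were not repeated, and flow cytometry, metabolite and drug experiments are not analysed here.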

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

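The tests of sequencing lane, GC content, shuffled tissue scores, a mislabelled sample, intersected genes under pairs of splits and the interaction under splits were chosen only after the results were seen. The tests of the differentially expressed genes under other splits of the mice, of the overlap and directions of the lists, and of tissue scores as covariates of the PPAR target score were set before the data were examined, except that the limit of 0.6 for the share of genes with the same direction was set after the share was known.

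Single mice far from the other mice of their group were sought in 276 groups of 8 values, and 32 were found, 15 among the scores and 17 among the genes, where chance gives 13.8. The measure is the gap to the nearest mouse divided by the range of the group, set against the critical value of Dixon's test. AE17 IPL replicate 5 stood apart 7 times. Its gaps were 0.653 for PPAR targets (score 2.00, the next mouse 0.36), 0.841 for PPAR targets outside muscle and fat, 0.662 for cardiac muscle, 0.637 for adipocytes (score 5.19, the next mouse 0.80), 0.717 for Ppara, 0.539 for Pparg and 0.554 for Ddx3y, all at the high end. Its total count of 16663618 was the lowest of its group and no library of the group exceeded 18161128, so depth did not set it apart by much. Fat and heart tissue in the sample may account for its high PPAR target score: with the tissue scores as covariates the AE17 difference in the PPAR target score was 0.06 against 0.19 without them. Adipocyte markers and PPAR targets share genes, so this test cannot tell adipose tissue from PPAR activity. No biological explanation was tested for this mouse.

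AB1 IPL replicate 2 stood apart 5 times. It had the highest scores for macrophages (gap 0.655), mesothelium (gap 0.734, score 4.68, the next mouse 0.72) and skin keratinocytes (gap 0.722), and the lowest skeletal muscle score (gap 0.529) and Myog expression (gap 0.665). The mesothelium score goes against an exchange with an SC tumor, since the highest AB1 SC mouse had 0.18. AB1 IPL replicate 4 had the lowest Adam10 (gap 0.696) and Hgf (gap 0.626) and the highest Rxra (gap 0.534). AE17 IPL replicate 1 had the lowest mesothelium score (gap 0.694), Lrrn2 (gap 0.701) and Ror1 (gap 0.680). Its mesothelium score of -1.79 lies among those of the SC mice. An exchange with an SC sample of AE17 was examined by the mislabelled sample test. The highest mesothelium score of AE17 SC replicates 1 and 3 was -0.71, which was also the highest of all AE17 SC mice. It lay under the 1.18 of IPL replicate 3 and under 1.25, the lowest value of IPL mice other than replicates 1 and 3. The CD8 T cell score did not part these replicates by site. AE17 SC replicates 1 and 3 had 1.11 and 0.72, within the IPL range of 0.41 to 1.43, and the next SC mouse had -0.72. AE17 IPL replicates 1 and 3 had 0.91 and 0.41, so the CD8 T cell score cannot decide on an exchange.

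The other mice stood apart at most 3 times. AE17 SC replicate 8 had the lowest NK cell score (gap 0.553), serous cavity macrophage score (gap 0.609) and Pdk4 (gap 0.601). AE17 IPL replicate 8 had the highest NK cell score (gap 0.589) and the lowest mast cell score (gap 0.647). AB1 IPL replicate 6 had the highest Cdh1 (gap 0.531) and Htt (gap 0.532). AB1 SC replicate 5 had the highest mesothelium score (gap 0.621) and the lowest Sox4 (gap 0.615). AB1 SC replicate 3 had the highest Xist (gap 0.795, 65 counts), AB1 SC replicate 6 the highest Ear2 (gap 0.578), AE17 IPL replicate 3 the highest lung epithelium score (gap 0.748), AE17 SC replicate 1 the highest Col4a1 (gap 0.606) and AE17 SC replicate 6 the highest Fn1 (gap 0.538). No biological explanation was tested for these mice.

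The site difference differed between the models for 3212 of 15681 genes by edgeR's interaction test, 1860 with a larger value in AB1 and 1352 with a larger value in AE17. Among 60 splits of the 32 mice that parted the same-numbered pairs, 1, the real one, gave as many genes, and the others gave at most 536. The site differences in AB1 minus those in AE17 were -3.48 for the CD8 T cell score (adjusted permutation p = 0.00048), -1.94 for the T cell score (adjusted p = 0.00408), -1.23 for the NK cell score (adjusted p = 0.00416), -0.80 for the monocyte score (adjusted p = 0.0176) and -0.44 for the macrophage score (adjusted p = 0.0432), each by permutation of model labels within site. In AB1 0 of 8 IPL mice lay above the SC median of the CD8 T cell score, and in AE17 all 8 did. The models differ in strain, cell line and number of cells, and site and sequencing lane overlap in both, so a biological difference between the models is a hypothesis. Between lanes within 1 site, 1 gene differed among the AB1 SC mice, with 884 of 15194 at an unadjusted p under 0.05. Among the AE17 IPL mice 0 differed between lanes, with 568 of 15131 at an unadjusted p under 0.05. The 14 genes that differed between the sites within lane 1 at the adjusted threshold, from 3 IPL and 8 SC mice, are too few for that count to decide, and by it alone the AE17 difference cannot be told apart from sequencing lane. At an unadjusted p under 0.05 the sites differed in 2248 of 15375 genes within lane 1 in AE17 and in 2014 of 15993 within lane 3 in AB1, more than the lanes did within 1 site. All 840 AE17 genes kept their direction within lane 1 (median ratio 1.01), as did 3363 of the 3374 AB1 genes within lane 3 (median ratio 0.92), although these mice are part of the comparisons that gave the lists. With each mouse corrected for GC content, 3740 genes differed in AB1 and 828 in AE17.

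Marker scores of tissues that the paper does not analyse differed between the sites. The skeletal muscle score of AB1 was higher in IPL tumors by 3.33, with 7 of 8 mice above every SC mouse (exact permutation test, adjusted p = 0.0145), and the cardiac muscle score by 1.20, with 7 of 8 mice above every SC mouse (adjusted p = 0.00373 by the same exact permutation test). The mesothelium score of AE17 was higher by 2.56, with 7 of 8 mice above every SC mouse (exact permutation test, adjusted p = 0.00746). Sequencing lane was tested on the skeletal muscle score: within lane 3 the difference kept 0.587 of its size. Within a single lane the cardiac difference in AB1 was 1.08 and the mesothelium difference in AE17 was 3.25. Muscle taken into the IPL samples at dissection, or muscle that the tumors had invaded, may raise these scores, and the counts cannot tell these apart. Mesothelial markers can be shared with the tumor cells, so the mesothelium score may reflect pleural lining or tumor content. Of its 3 members with the highest CPM in AE17 IPL tumors, Krt19 was at 5.54 CPM against 3.29 CPM in SC tumors. Upk3b and Lrrn4 were at 2.78 and 2.51 CPM against 0.0146 and 0.0679 CPM in SC tumors, under the smallest detectable number. For Upk3b and Lrrn4 these values argue against tumor content alone, since SC tumors hold the same tumor cells.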

How the results depend on the processing

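The alternatives of sequencing lane as a covariate, GC-corrected counts, scores within one lane, PPAR target scores without Pdk4, and those for the interaction were chosen after seeing the data. The cause of a change was not tested, except where a value is given for it.

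The count of AB1 differentially expressed genes stayed within 1.5 times of 3374 with DESeq2, DESeq2's size factors, total counts, both filters, all 32 mice in one fit, the replicate block, limma-voom, GC-corrected counts and every fit that left out one mouse (2877 to 3652). The other counts moved more often. DESeq2 gave 1774 genes in AE17, 624 intersected, 259 higher in both models, 153 lower in both and 212 with opposite directions. Limma-voom with quality weights gave 3959, 1458, 409, 371 and 678 in the same order. All 32 mice in one fit gave 1324 genes in AE17, 465 intersected, 183 higher in both and 158 with opposite directions. With no filter there were 550 genes in AE17, 179 intersected, 75 higher in both and 37 with opposite directions. The replicate block gave 74 genes higher and 57 lower in both models. GC-corrected counts gave 313 intersected genes, 92 higher in both, 119 lower in both and 102 with opposite directions. In AB1 the higher genes outnumbered the lower ones (1803 and 1571), and this order was reversed with the replicate block (1080 and 1183), limma-voom (2190 and 2425), tissue marker covariates (90 and 307), sequencing lane as a covariate (107 and 279), a log2 fold change of at least 1 (480 and 508) and without AB1 IPL replicate 4 (1538 and 1943).

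With tissue marker covariates there were 397 genes in AB1 and 1 in AE17, and 0 intersected, 0 higher, 0 lower and 0 opposite, with 384 genes at an unadjusted p under 0.05 in both models. With sequencing lane as a covariate there were 386 and 1 genes, and again 0 in each of the 4 classes, with 479 at an unadjusted p under 0.05 in both. At an adjusted p under 0.01 there were 1903 genes in AB1, 75 in AE17, 24 intersected, 6 higher, 16 lower, 2 opposite and 1513 genes whose site difference differs between models. With a log2 fold change of at least 1 there were 988, 246, 79, 23, 47, 9 and 1347 in the same order. The last of these counts stayed within 1.5 times of 3212 under DESeq2, other normalizations, both filters, the replicate block and limma-voom.

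Across the 16 fits per model that each left out one mouse, the ranges were 316 to 2066 genes in AE17, 113 to 607 intersected, 41 to 207 higher in both, 49 to 120 lower in both and 21 to 280 opposite. The lowest AE17 count came without IPL replicate 4 and the highest without SC replicate 1. These AE17 results thus depend on which mice are included.

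Among the named genes, 21 log2 fold changes reversed under the other alternatives, 87 fell under the threshold and 26 passed it. With tissue marker covariates the reversed genes were Hgf (0.16), Pml (-0.044), Rela (-0.037) and Rxra (-0.023) in AB1 and Pparg (-0.12) in AE17. With sequencing lane as a covariate they were Pparg (0.19) and Rela (-0.017) in AB1. DESeq2 reversed Pparg in AE17 (-0.049). No filter, total counts only and GC-corrected counts reversed Hdac3 in AE17 (-0.0030, -0.0031 and -0.0018). Limma-voom with quality weights reversed Hgf (0.072), Rela (-0.018) and Slc6a4 (-0.14) in AB1 and Pparg (-0.0074), Rela (0.012) and Sp1 (0.012) in AE17. GC-corrected counts reversed Hgf (0.18), Pml (-0.057), Rela (-0.17, adjusted p 0.0406 from edgeR) and Sp1 (0.030) in AB1. Leaving out one mouse gave -0.017 to 0.024 for Hdac3 in AE17, -0.16 to 0.065 for Hgf in AB1, -0.0052 to 0.11 for Pml in AB1, -0.052 to 0.62 for Pparg in AE17 and -0.055 to 0.046 for Rela in AB1.

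The PPAR target score of AB1 kept a p under 0.05 with other normalizations, members passing filterByExpr, the median, a prior count of 0.5, the replicate block, the targets outside muscle and fat, and every fit without one mouse (0.63 to 0.87). Without Pdk4 it was 0.67 (exact permutation p = 0.0159), and 0.0625 was its p with the replicate block, while the score of the targets outside muscle and fat fell from 0.32 to 0.14 (exact permutation p = 0.065). The PPAR target score was 0.089 with tissue marker covariates (exact permutation p = 0.484) and 0.63 within one lane (exact permutation p = 0.289). In AE17 it was -0.0063 within one lane and -0.084 to 0.28 without one mouse. The replicate block gave an adjusted exact permutation p of 0.0938 for the skeletal muscle (3.33) and cardiac muscle (1.20) scores of AB1 and of 0.0469 for the cardiac muscle score of AE17 (0.77).

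Within one lane the AB1 scores were 1.95 for skeletal muscle, 1.08 for cardiac muscle, 0.15 for serous cavity macrophages and -0.19 for lung epithelium, and the AE17 scores were -0.52 for adipocytes and -0.93 for lung epithelium (adjusted exact permutation p = 0.0182). With members passing filterByExpr the scores were -1.41 for eosinophils (adjusted exact permutation p = 0.00186, against a difference of 0.33 with all members) and -0.33 for mesothelium in AB1, 0.94 for B cells in AE17, and -0.059 for the adipocyte score in AE17. With the median over the genes they were -0.79 for eosinophils in AB1, and 0.12 for macrophages, -0.043 for neutrophils, 0.70 for cardiac muscle (adjusted exact permutation p = 0.0126), -0.073 for adipocytes and 0.070 for lung epithelium in AE17. A prior count of 0.5 gave -0.028 for arachidonic acid metabolism, -0.21 for adipocytes and 0.0037 for lung epithelium in AE17.

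Leaving out one mouse gave, in AB1, 0.38 to 0.86 for B cells and -0.37 to 0.042 for serous cavity macrophages. In AE17 it gave 1.01 to 1.69 for B cells, -0.049 to 0.043 for arachidonic acid metabolism, -0.072 to 0.031 for proliferation, -0.068 to 0.021 for macrophages, -0.014 to 0.18 for monocytes, -0.012 to 0.26 for neutrophils, -0.85 to 0.31 for skeletal muscle, 0.45 to 0.92 for cardiac muscle, -0.73 to 0.26 for adipocytes and -0.63 to 0.017 for lung epithelium.

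Of the 32 mice, 16 clustered with their site with average linkage, 16 with Ward linkage, 21 with 1 minus Pearson's correlation and 18 with all genes passing the filter in both models. The modules higher in both models numbered 0 with power 6, 0 with 8 modules (0 in both also at an unadjusted p under 0.05) and 2 with 20 modules. At these depths Ppara, with at most 38 counts in a mouse, was too low to be tested.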

Differences from the paper's values

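No test in this part was chosen after the results were seen. In the AE17 model 840 genes differed between IPL and SC tumors, and the paper's number is 1362. Of the alternatives set before the data were examined, DESeq2 (1774 genes) and all 32 mice in 1 fit (1324) came within 1.5 times the paper's number, and so did the fits without AE17 IPL replicate 5 (1263) and without AE17 SC replicate 3 (1546). DESeq2's size factors, total counts, the filters, the replicate block, limma-voom, the tissue covariates, the stricter thresholds and the other fits that left out 1 mouse of AE17 did not.

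For the intersected genes the number was 274, and the paper's is 419. DESeq2 gave 624 and all 32 mice in 1 fit gave 465, both within 1.5 times the paper's number. The fits without AB1 IPL replicate 2 (285), AB1 IPL replicate 8 (294), AE17 IPL replicate 5 (396), AE17 SC replicate 1 (607), AE17 SC replicate 3 (465) and AE17 SC replicate 4 (287) also did, and the other alternatives did not.

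Of the intersected genes, 113 were higher in IPL tumors of both models, against the paper's 275. DESeq2 (259), limma-voom (409) and the fit without AE17 SC replicate 1 (207) came within 1.5 times the paper's number, and the other alternatives did not. The number lower in both models was 93, against the paper's 144. DESeq2 (153) and all 32 mice in 1 fit (124) came within 1.5 times of it, as did the fits without AB1 IPL replicates 2 (100), 4 (100) or 8 (97), AE17 IPL replicate 5 (114) or AE17 SC replicates 1 (120), 3 (110), 4 (112) or 8 (107). The paper's split of its intersected genes leaves none with opposite directions, while 68 were found here. The paper does not say whether its 419 intersected genes were limited to those of the same direction. Genes of the same direction numbered 206 here and 412 with DESeq2.

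The number of co-expression modules higher in IPL tumors of both models was 1, and the paper's is 4. None of the alternatives set before the data were examined closed this gap, and the nearest was 20 modules, with 2.

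The paper presents Pparg as a hub of a module that is higher in the IPL tumors of both models. Pparg ranked 302 of 833 genes by connectivity in its module here, and that module was higher in IPL tumors by 0.49 in AB1 and by 0.07 in AE17. The paper does not state what the links of its network are. The rank here rests on co-expression over both models, so the measures are unlike. The paper reports more B cells in IPL tumors of both models from flow cytometry, and in AB1 IPL tumors from CIBERSORT as well. The B cell score in AB1 differed by 0.67 with an exact permutation p of 0.148, and 5 of 8 IPL mice lay above every SC mouse. The 16 fits that left out 1 mouse gave differences of 0.38 to 0.86 with p up to 0.301, and p was under 0.05 only without AB1 IPL replicate 6 (0.0490).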

Other observations

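Of the tests in this part, those of GC content, sequencing lane, shuffled tissue scores, Xist and the pairs of splits were chosen only after the results were seen.

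In AB1, 1 of 100 splits of the 16 mice that parted the same-numbered pairs, the real one, gave as many differentially expressed genes, and the others gave at most 1271 against 3374. In AE17, 2 of 100 splits did so: the real one with 840 genes, and the split that exchanged replicates 1 and 3, with 1494 genes, which does not follow the sequencing lanes. Of 100 pairs of splits, 1, the real one, gave as many intersected genes, and the others gave at most 28. The odds ratio of 1.96 for the overlap is larger than that of unrelated lists of these sizes. The share of 0.752 of intersected genes with the same direction is above 0.5. This share was 53.5% with limma-voom, 53.9% without AE17 SC replicate 1 and 59.1% without AE17 SC replicate 3. It was at least 66.0% in every other alternative that left intersected genes. Genes are not independent of each other, and both lists carry the overlap of site and lane.

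With the tissue marker scores as covariates the genes fell to 397 in AB1 and 1 in AE17. This was tested against muscle, fat or lung tissue in the IPL samples by shuffling the scores among the mice of each site: 2 of 20 shuffled fits in AB1 left as few genes (between 132 and 3568, median 1172) and 8 of 20 did in AE17 (between 0 and 872, median 3). The shuffled scores keep their difference between the sites, so these fits cannot exclude that tissue. By this test the differentially expressed genes of AB1 and AE17 cannot be told apart from it. In AE17 the skeletal muscle, adipocyte and lung epithelium scores differed by -0.25, 0.01 and -0.06, within the spread between mice. The cardiac muscle score of AE17 was higher by 0.77. Tissue that only dilutes other cells would lower their scores alike. In AB1 the NK cell score differed by -1.84 (IPL SD 0.45), the macrophage score by -0.46 (IPL SD 0.29) and the plasma cell score by 1.23. For these AB1 sets the values argue against dilution alone. With the tissue scores as covariates the PPAR target score kept 0.116 of its AB1 site difference. Muscle, fat or lung tissue in the IPL samples may therefore carry part of it. With the skeletal muscle score alone the PPAR target score kept 0.807. Since adipocyte markers and PPAR targets share genes, the first ratio cannot separate fat from PPAR activity, and a role of PPAR signaling in the tumor cells is neither shown nor excluded.

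The log2 fold changes of AB1 followed the GC content of the genes (Spearman's rho across genes 0.36, and 0.06 in AE17), with no relation to gene length (-0.01 and 0.01). Genes are not independent replicates. With a correction for GC content the count of genes was 3740 in AB1, of which 2782 were shared with the uncorrected list, and 828 in AE17, of which 715 were shared.

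Xist was at a median of 0.293 CPM in AB1 tumors and 1316 CPM in AE17 tumors. Genes of the Y chromosome were detected in all tumors, for example Ddx3y with at least 94 counts in AB1 IPL, 282 in AB1 SC, 340 in AE17 IPL and 282 in AE17 SC tumors. A low number of host cells in AB1 tumors was tested with 8 macrophage markers, whose median CPM in AB1 was 0.975 of that in AE17, so few host cells in the AB1 samples would not account for the low Xist counts. A candidate explanation is that the AB1 hosts were male, while the methods describe female BALB/c mice. Loss of Xist in the AB1 cells together with an altered host contribution was not tested, and the strain or the cell line can differ in other ways.

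The site difference of the score of genes that release or metabolise arachidonic acid, a PPAR ligand that the paper measured, was -0.18 in AB1 (exact permutation test, p = 0.277) and 0.00 in AE17 (exact permutation test, p = 0.953).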
